# Inhibition of poly(ADP-ribose) polymerase 1 protects against acute myeloid leukemia by suppressing the myeloproliferative leukemia virus oncogene

**DOI:** 10.18632/oncotarget.4748

**Published:** 2015-07-25

**Authors:** Lingbo Wang, Weili Cai, Wei Zhang, Xueying Chen, Wenqian Dong, Dongqi Tang, Yun Zhang, Chunyan Ji, Mingxiang Zhang

**Keywords:** PARP-1, MPL, acute myeloid leukemia, prognosis

## Abstract

An abnormal expression of poly(ADP-ribose) polymerase 1 (PARP-1) has been described in many tumors. PARP-1 promotes tumorigenesis and cancer progression by acting on different molecular pathways. PARP-1 inhibitors can be used with radiotherapy or chemotherapy to enhance the susceptibility of tumor cells to the treatment. However, the specific mechanism of PARP-1 in acute myeloid leukemia (AML) remains unknown. Our study showed that expression of PARP-1 was upregulated in AML patients. PARP-1 inhibition slowed AML cell proliferation, arrested the cell cycle, induced apoptosis *in vitro* and improved AML prognosis *in vivo*. Mechanistically, microarray assay of AML cells with loss of PARP-1 function revealed that the myeloproliferative leukemia virus oncogene (MPL) was significantly downregulated. In human AML samples, MPL expression was increased, and gain-of-function and loss-of-function analysis demonstrated that MPL promoted cell growth. Moreover, PARP-1 and MPL expression were positively correlated in AML samples, and their overexpression was associated with an unfavorable prognosis. Furthermore, PARP-1 and MPL consistently acted on Akt and ERK1/2 pathways, and the anti-proliferative and pro-apoptotic function observed with PARP-1 inhibition were reversed in part via MPL activation upon thrombopoietin stimulation or gene overexpression. These data highlight the important function of PARP-1 in the progression of AML, which suggest PARP-1 as a potential target for AML treatment.

## INTRODUCTION

Acute myeloid leukemia (AML) is a clonal disorder of the hematopoietic system and is characterized by malignant proliferation, differentiation blockage, and unregulated apoptosis of hematopoietic stem progenitor cells (HSPCs). The incidence of AML is increasing worldwide while its etiology is still unclear. Increasing genetic and molecular abnormities have been proven to contribute to carcinogenesis, so diagnosis, risk stratification, and treatments targeting aberrant molecules and pathways are of clinical importance [1]. Although great improvements have been made in targeted therapies, many AML patients tend to have a poor prognosis because of marked heterogeneity of leukemic cells. There is an urgent need for the identification of new biomarkers and molecular mechanisms involved in AML progression for both fundamental research and clinical treatments.

PARP-1 is a nuclear protein, mainly known for DNA repair by catalyzing poly ADP-ribosylation of itself and other chromatin-associated proteins [2]. Besides, PARP-1 is implicated in a broad variety of cellular functions, including gene transcriptional regulation, cell cycle progression, inflammation, energy metabolism, cell proliferation and death [3–5]. In recent years, PARP-1 has been found to be highly expressed in breast cancer [6], hepatocellular carcinoma [7], and nasopharyngeal carcinoma [8]. Moreover, its overexpression inversely correlates with the prognosis [9, 10]. Mechanistically, PARP-1 decreases sodium iodide symporter mRNA levels by changing its epigenetic status in thyroid cancer cells [11]. Furthermore, PARP-1 up-regulates vimentin expression in aggressive metastatic melanomas, promoting an endothelial to mesenchymal transition, tumor angiogenesis, and distant metastases [12]. Additionally, PARP-1 overexpression inhibits the recruitment of death-inducing signaling complex in pancreatic cancer cells, offering the ability to resist TNF-related apoptosis-inducing ligand (TRAIL) therapy [13]. It is now widely accepted that PARP-1 functions as an oncogene; however, its specific role in AML and precise molecular mechanisms have not been clarified.

The myeloproliferative leukemia virus oncogene (MPL) encodes the 635 amino acid CD110 protein, which consists of four functional domains and belongs to the hematopoietic receptor superfamily [14]. Its ligand thrombopoietin (TPO) supports hematopoietic stem cell maintenance and proliferation as well as megakaryopoiesis [15]. Mutations in MPL or its secondary signaling proteins result in hyperproliferation of numerous cell lineages, causing hematopoietic diseases [16]. In AML, more specific signaling pathways related to MPL remain to be discovered.

In this study, we clarified the anti-proliferative and pro-apoptotic effects of PARP-1 inhibition in AML. As a monotherapy, PARP-1 inhibition alleviated the disease progression and prolonged survival in a mouse model of AML. Moreover, RNA microarrays of loss of PARP-1 function identified a significant downregulation of MPL. Further investigations revealed a significant positive correlation between PARP-1 and MPL overexpression in AML samples. Both PARP-1 and MPL overexpression was associated with an unfavorable prognosis. Finally, phosphorylation of Akt and ERK1/2 suggest that PARP-1 may be involved in these signaling pathways.

## RESULTS

### PARP-1 inhibition suppresses AML cell proliferation

In this study, we first detected the expression of PARP-1 in BM mononuclear cells from 30 AML patients, with 15 healthy donors as controls. PARP-1 expression was significantly increased in AML samples as compared to controls (*P* < 0.01; Fig. 1A).

**Figure 1:**
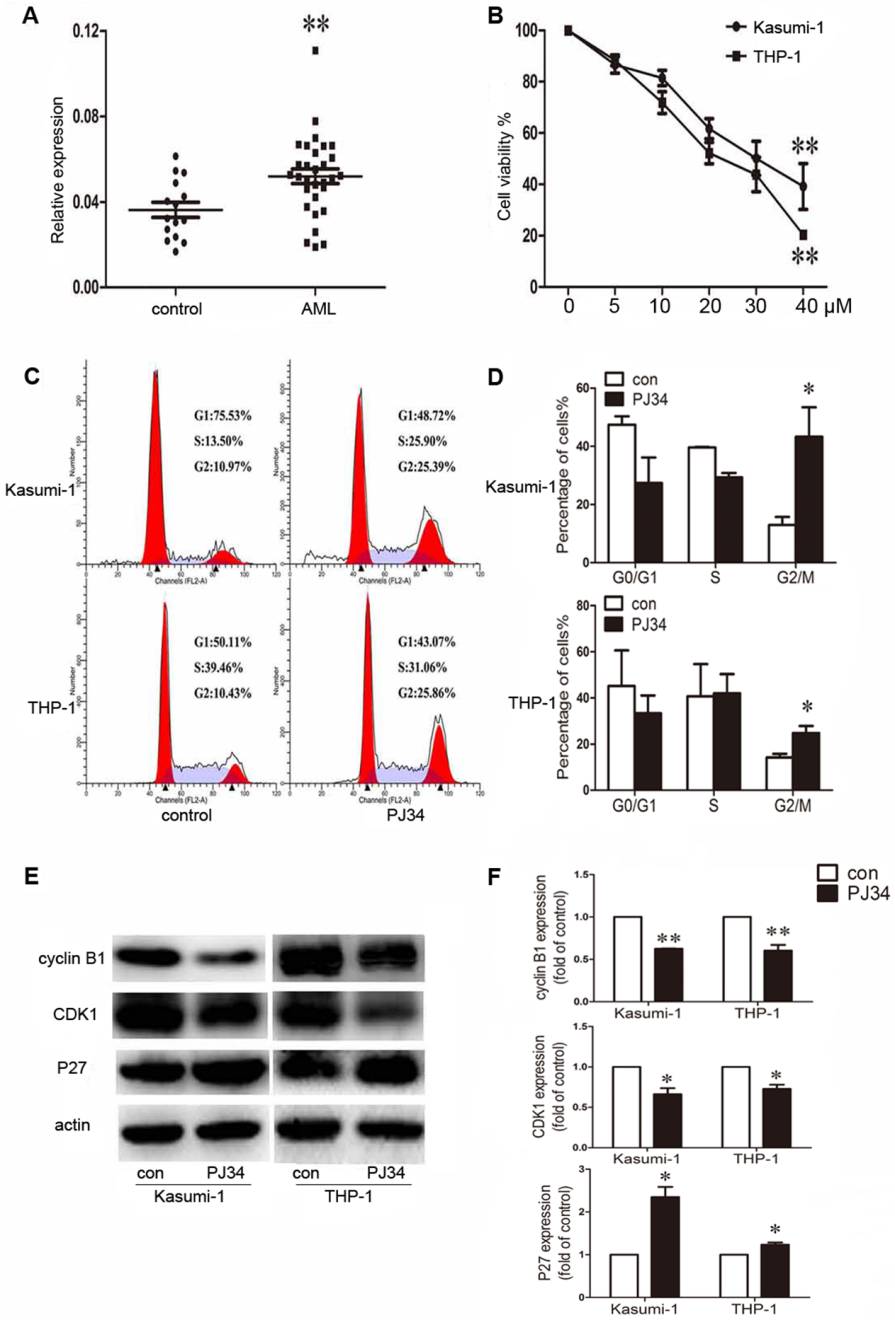
Aberrant expression of poly(ADP-ribose) polymerase 1 (PARP-1) in acute myeloid leukemia (AML) patients and effect of PARP-1 inhibition on proliferation and cell cycle in AML cell lines **A.** qRT-PCR analysis of PARP-1 mRNA in bone marrow from AML patients (*n* = 30) and controls (*n* = 15). Each point represents one sample. Horizontal bars represent the means, the whiskers represent SEM. **P < 0.01, AML vs. control. **B.** Cell viability of Kasumi-1 and THP-1 cells treated with 0, 5, 10, 20, 30, or 40 μM PARP-1 inhibitor PJ34. **P < 0.01, 40 vs. 0 μM. **C.** Flow cytometry and **D.** cell cycle quantification of AML cell G2/M arrest with PARP-1 inhibition. *P < 0.05, PJ34 vs. control. **E.** Western blot analysis of cyclin B1, CDK1, and P27 expression with PARP-1 inhibitor PJ34 or control treatment and **F.** quantification. *P < 0.05 and **P < 0.01, PJ34 vs. control.

We determined the role of PARP-1 on growth of Kasumi-1 and THP-1 AML cell lines by CCK8 assay. PARP-1 inhibition with 5, 10, 20, 30, and 40 μM PJ34 dose-dependently decreased cell viability (*P* < 0.01; Fig. 1B). The half-maximal inhibitory concentration (IC_50_) of PARP-1 inhibitor PJ34 on Kasumi-1 and THP-1 cells was 23.5 ± 3.9 and 35.6 ± 5.5 μM, respectively. To ensure the specificity of the inhibition, we verified the growth inhibition effect on AML cell lines by PARP-1 gene interference (Supplementary Fig. 1). The results were consistent with those obtained with PARP-1 inhibitor PJ34. In exploring the underlying mechanism of PARP-1 inhibition in AML cells, we found a significantly higher number of cells arrested in the G2/M cell-cycle phase, and a decreased number of cells in the G0/G1 and S phases, with PARP-1 inhibition than without (Fig. 1C, 1D). Analysis of cell-cycle regulatory proteins showed decreased cyclin B1 and CDK1 levels accompanied by an increased P27 level in this process (Fig. 1E, 1F). As well, Annexin V-FITC/PI staining revealed an increased apoptosis of AML cells while increasing PARP-1 inhibition (Fig. 2A, 2B), which was further confirmed by lower levels of anti-apoptotic proteins Bcl-2 and Bcl-xL (Fig. 2C, 2D). These alterations might act on the Akt and ERK1/2 pathways because p-Akt and p-ERK levels were downregulated (Fig. 2C, 2D). Therefore, PARP-1 inhibition effect on AML cells is the result of both cell cycle arrest and apoptosis induction.

**Figure 2:**
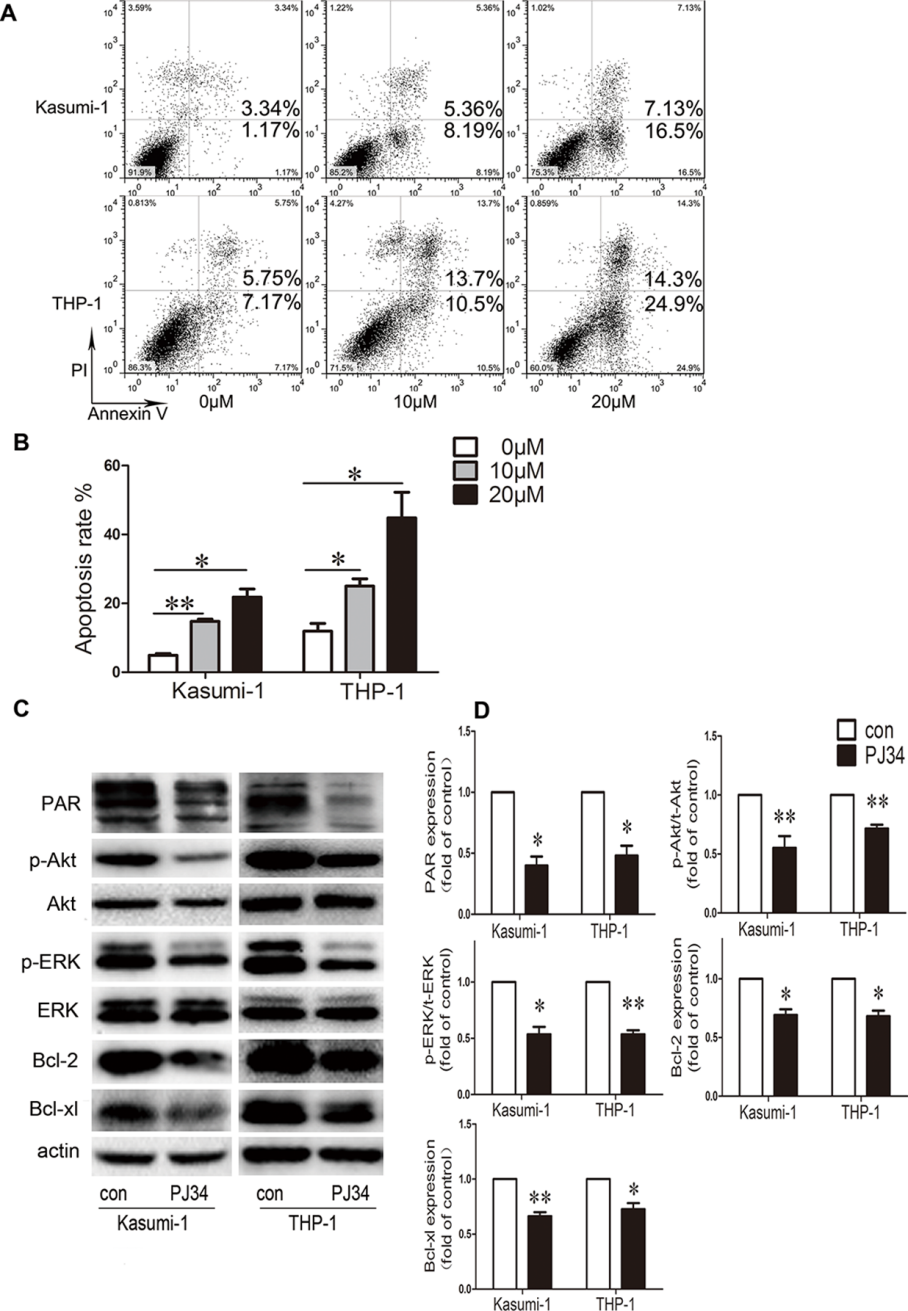
Effect of PARP-1 inhibition on apoptosis and molecular pathways in AML cell lines **A.** Flow cytometry and **B.** quantification of apoptotic AML cells stained with Annexin V-FITC and PI. *P < 0.05 and **P < 0.01, compared to 0 μM. **C.** Western blot analysis and **D.** quantification of PAR, p-Akt, t-Akt, p-ERK, t-ERK, Bcl-2, and Bcl-xL expression. *P < 0.05 and **P < 0.01, PJ34 vs. control. Data represent the mean ± SEM.

### PARP-1 inhibition significantly relieves leukemia progression in AML mice

To test the function of PARP-1 in tumor progression *in vivo*, we used an AML murine model injected with C1498-GFP cells that were selected and maintained by puromycin and detected by flow cytometry (Fig. 3A). In this AML murine model, PARP-1 was inhibited by PARP-1 inhibitor PJ34 because of a reduced level of its enzymatic product, PAR (Fig. 3B). As expected, emaciation and weight loss were less severe with PJ34 than with saline injection (*P* < 0.01; Fig. 3C, 3D), and the median survival of AML mice treated with PARP-1 inhibitor PJ34 was prolonged as compared to control mice (37.5 vs. 23.5 days, *P* < 0.01; Fig. 3E).

**Figure 3:**
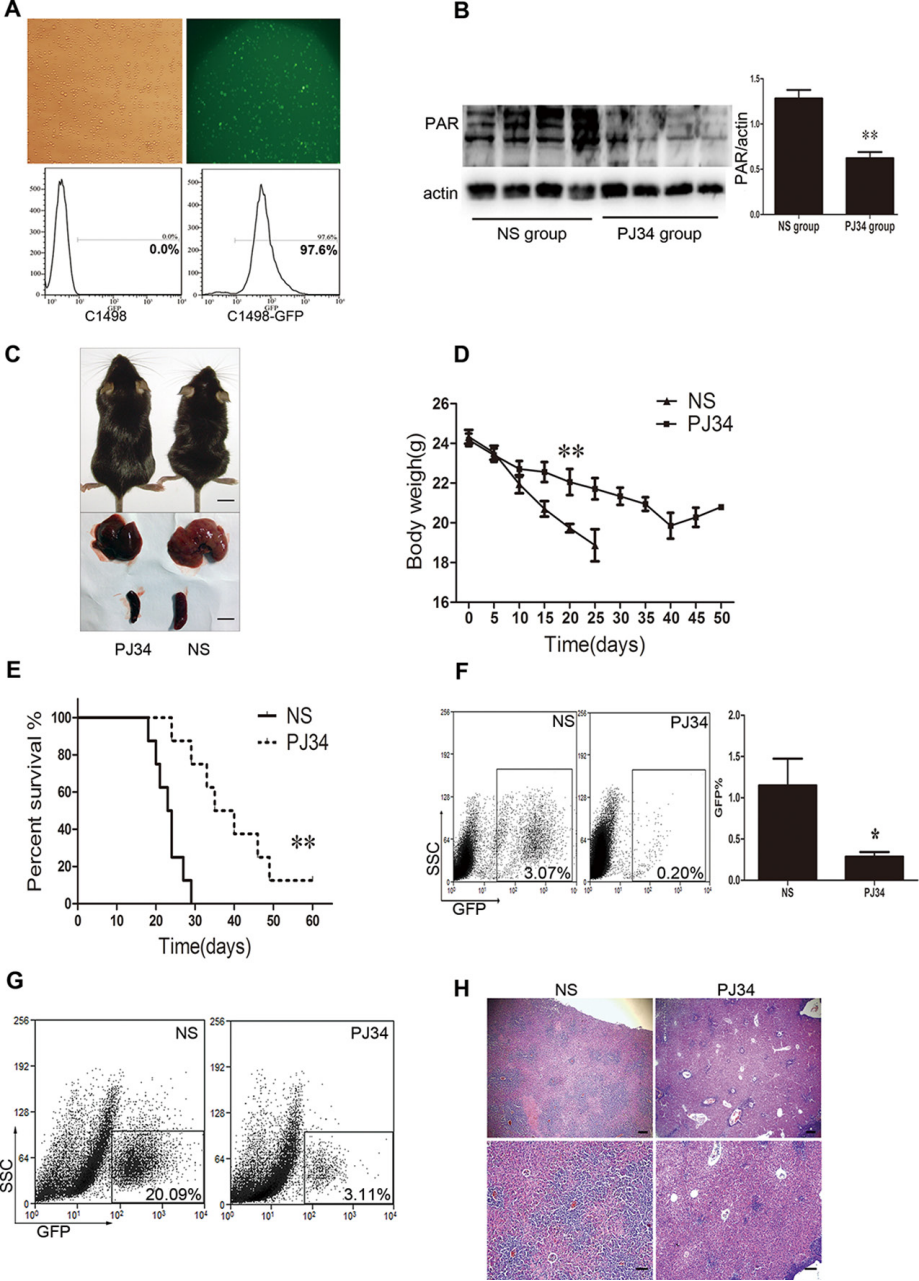
PARP-1 inhibition improves AML prognosis *in vivo* in AML mice **A.** Fluorescent microscopy and flow cytometry of C1498 cells transduced by a lentivirus with a GFP reporter. **B.** Western blot analysis of PAR expression in AML mouse tissue with and without PARP-1 inhibitor PJ34. **P < 0.01, PJ34 vs. normal saline (NS). **C.** Appearance, liver, and spleen of representative AML mice treated with and without PARP-1 inhibitor PJ34. Scale bar: 10 mm. **D.** Body weights of mice treated with and without PARP-1 inhibitor PJ34. **P < 0.01, PJ34 vs. NS. **E.** Survival of mice treated with and without PARP-1 inhibitor PJ34. **P < 0.01, PJ34 vs. NS. **F.** Flow cytometry analysis of GFP-positive cells in total peripheral blood leukocytes (*P < 0.05, PJ34 vs. NS) and **G.** liver monoplast suspension. **H.** Hematoxylin and eosin staining of hepatic tissues. Scale bars: 200 μm (top panels) and 100 μm (bottom panels). Data represent the mean ± SEM.

The tumor burden was evaluated by organomegaly and tumor cell infiltration. Our results show that PARP-1 inhibition alleviated AML hepatomegaly and splenomegaly (Fig. 3C). Accordingly, the proportion of GFP-positive cells in the blood and liver tissues were significantly reduced with PARP-1 inhibition (Fig. 3F, 3G). Moreover, the number of leukemia cells was reduced in the liver (Fig. 3H). Therefore, PARP-1 inhibition alleviated AML tumor load *in vivo* in mice and prolonged their survival.

### PARP-1 inhibition downregulates MPL gene expression

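C1498 is a mouse cell line that the paper describes as AML, and PJ34 is a small-molecule inhibitor of PARP-1. RNA was taken from C1498 cells after 48 h with PJ34 at 20 μM or with PBS, and was hybridised to 3 Affymetrix Mouse Gene arrays per group. The authors summarised each array by RMA in Affymetrix Expression Console 1.3.1, so the deposited values are log2 expression values, one per probe set and array, already background corrected and quantile normalized. The medians over all 35556 probe sets lay between 4.41 and 4.46 on the 6 arrays. Correlations between arrays were 0.992 to 0.995 within a group and 0.992 to 0.994 between groups, and no array duplicated another. The paper speaks of independent experiments for these arrays without describing them further, and with 3 arrays per group their number limits the precision. The gene table used here names 21789 probe sets by 1 gene and 1621 by several, and lists no gene for the other 12146. The 23410 probe sets with a gene and 2 more that Tables 1 and 2 name were compared, PJ34 minus PBS, on the log2 values as deposited with limma's moderated test, and p was adjusted by the Benjamini-Hochberg method. On simulated data with the means and spreads of these 23412 probe sets, this fit recovered 68.3% of 1.5-fold changes and 93.0% of 2-fold changes. Gene lists were compared with all other genes by camera, over 1 probe set per gene and with a preset correlation of 0.01 between genes. For single genes, the exact two-sided permutation test of 3 arrays against 3 cannot give a p below 0.1.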

We performed a genome-wide microarray assay of C1498 cells with or without PARP-1 inhibition to profile differentially expressed genes that might be involved in PARP-1 regulation. As shown in Fig. 4A, we found 18 genes with >2.0-fold upregulation (Table 1) and 9 genes with ≥ 0.5-fold downregulation (Table 2) in 3 independent experiments (*P* < 0.01). 

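With PJ34, 403 of 23412 probe sets were higher and 315 were lower at an adjusted p under 0.05 from limma. These counts depend on the fit. Leaving out 1 array gave 148 to 282 higher and 83 to 321 lower. Centring each array on its median gave 333 and 366, and an intensity trend with robust eBayes gave 1009 and 921. Among the largest rises were genes known from lymphocytes: Ighm, the heavy chain of immunoglobulin M, with a log2 fold change of 1.67 (SE 0.18, adjusted p = 0.00289 from limma), and the T cell surface protein Cd7, at 1.66 (SE 0.063, adjusted p = 4.43e-05 from limma). The T cell costimulatory receptor Cd28 rose by 1.44 (SE 0.063), the GTPase Gimap4 by 1.42 (SE 0.080) and the cytokine Il2 by 1.12 (SE 0.081). The 4 histone genes of Table 1 rose by 1.53 (Hist1h1c, now H1f2), 1.45 (Hist1h2bc, now H2bc4), 1.14 (Hist1h2ac) and 1.03 (Hist1h1d, now H1f3) on the log2 scale. Fos, a subunit of the AP-1 transcription factor, rose by 1.16, Zfp36, which promotes decay of mRNAs, by 1.07, and Rgs2, a regulator of G protein signalling, by 1.14. Pik3r3, a regulatory subunit of PI3 kinase, was 2.3-fold higher. The calcium-activated potassium channel subunit Kcnmb1 rose by 1.44, and Dhrs9, Pls1 and Nav2 by 1.10, 1.07 and 1.04. Ighm and Dhrs9 lay below the median level of the probe sets, and 2 other probe sets of Ighm did not pass (log2 fold changes 0.06 and -0.03). The largest fall was in P2rx3, an ATP-gated ion channel, with a log2 fold change of -1.82 (SE 0.10, adjusted p = 0.000143 from limma). Log2 fold changes were -1.11 for Trib3, a pseudokinase induced by cell stress, -1.10 for Cox6a2, a subunit of cytochrome c oxidase, and -1.05 for the p38 kinase Mapk11. They were -1.02 for the kinase Cdk15 and -0.99 for Pstpip2, an adaptor of the cytoskeleton. The 2 probe sets that Table 2 lists as Csprs and Gm7609 had log2 fold changes of -1.46 and -1.45, the former at a mean just below the median level. Each is assigned to several near-identical genes, so that the gene behind the signal is not known here. Over 2-fold higher with an unadjusted p under 0.01 were 18 probe sets, all in Table 1, and at or under 0.5-fold were 9, of which 7 are in Table 2. All 18 probe sets of Table 1 and all 9 of Table 2 passed the adjusted test with all 6 arrays and in each of the 6 fits that left out 1 array. The study chose them on these arrays, so their direction is not independent evidence. With the methods' t-test, adjusted by Benjamini-Hochberg, 9 of the 18 and 6 of the 9 passed. Of all probe sets, that test called 78 higher and 65 lower.

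**Figure D1:**
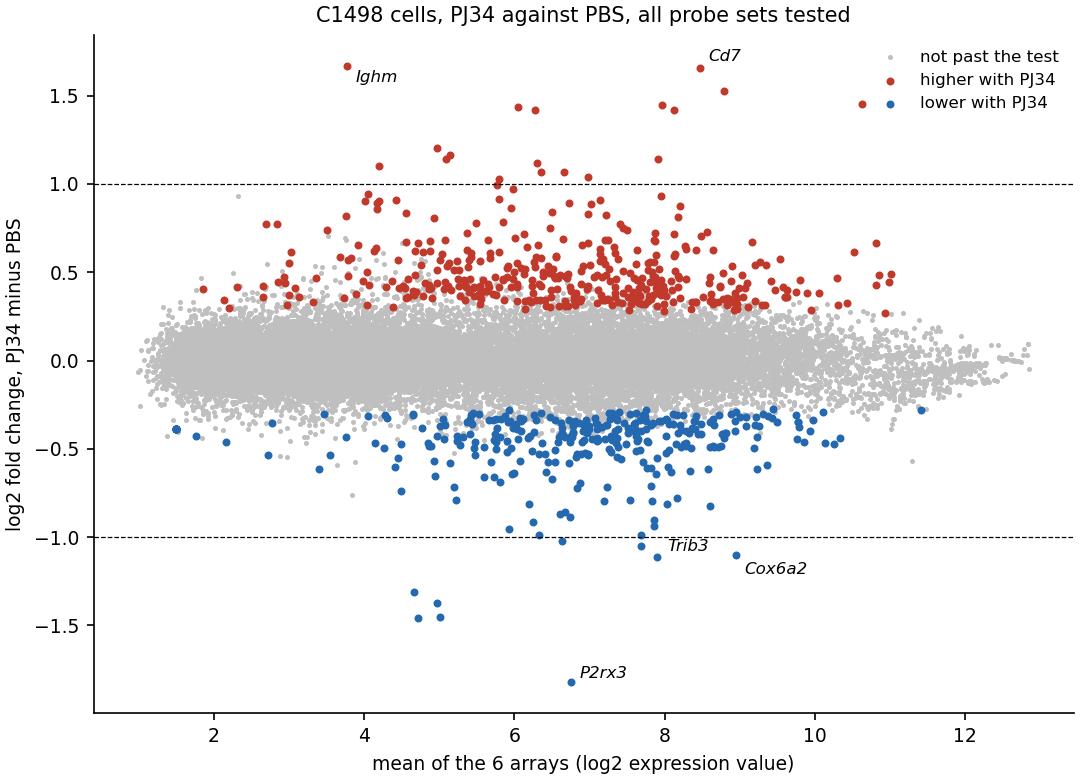
Log2 fold change (PJ34 minus PBS, vertical axis) against the mean log2 expression value of the 6 arrays (horizontal axis) for the 23412 probe sets. Red and blue points are the 403 higher and 315 lower probe sets, grey points did not pass the test, and dashed lines mark a log2 fold change of 1 and -1. Ighm lies at a low mean value and Cd7 at a high one.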

To verify the microarray analysis data, we examined 5 differentially expressed genes that are involved in leukemia [17–21]. 

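Sla, Tob1 and Gadd45g, chosen for qRT-PCR, rose with PJ34 on the arrays at an adjusted p under 0.05 from limma. Sla, an adaptor protein of lymphocytes, was 2.68-fold higher (95% confidence interval 2.36 to 3.03). Tob1, an antiproliferative protein, was 1.83-fold higher (1.62 to 2.08), and Gadd45g, a stress-inducible protein of growth arrest, was 1.61-fold higher (1.44 to 1.8). For the transcription factor Ets1 the ratio was 1.48 (1.18 to 1.85), with an adjusted p of 0.0776 from limma, which did not pass. Of these 4 genes, Ets1 also varied most between the PBS arrays, with an SD of 0.294 on the log2 scale against 0.099 for Gadd45g. With an intensity trend and robust eBayes in the fit, Ets1 passed (adjusted p = 0.0149). It also passed when dim probe sets were left out (adjusted p = 0.0238), and in no other setting. Over all settings tried its adjusted p ran from 0.0149 to 0.287. Tob1 did not pass the methods' t-test after adjustment (adjusted p = 0.0548). For each of the 4 genes all 3 PJ34 values lay on one side of the 3 PBS values (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow).

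**Figure D2:**
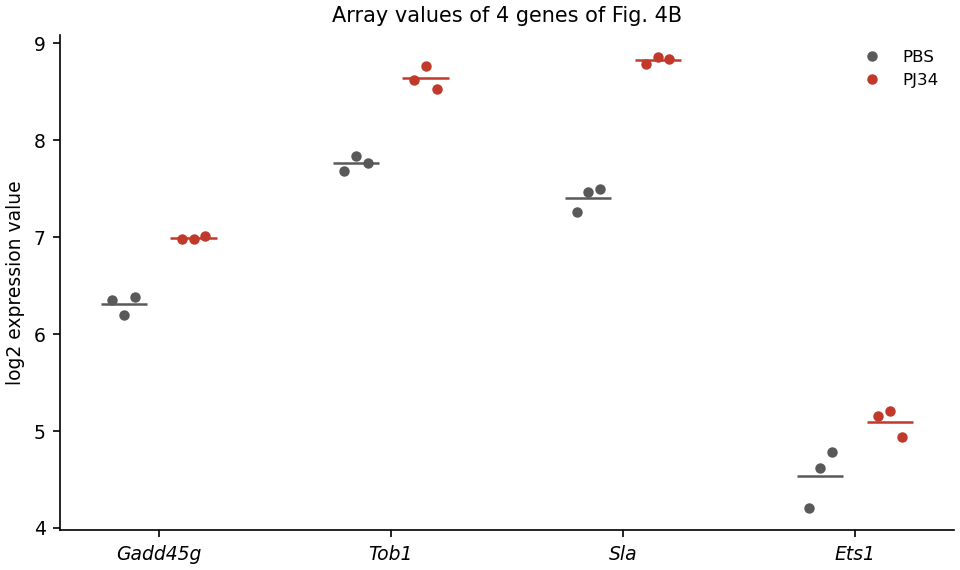
Log2 expression value (vertical axis) of Gadd45g, Tob1, Sla and Ets1 on each of the 3 PBS (grey) and 3 PJ34 (red) arrays, with lines at the group means. The groups do not overlap for any of the 4 genes, and the gap is narrowest for Ets1.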

Similar results in gene expression were observed by qRT-PCR and microarray analysis with PARP-1 inhibition (*P* > 0.05; Fig. 4B). 

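Few of the listed genes of cell death and cell division passed the limma test. Of all probe sets tested 3.07% passed, and the shares among pro-apoptotic genes and p53 targets were higher. Whether these shares differ beyond their spread was not tested. Of 35 measured pro-apoptotic genes, 2 rose, the mitochondrial protein Bnip3 (log2 fold change 0.83, SE 0.071) and Bcl2l11, which encodes Bim (0.37). Bbc3, which encodes Puma (-0.33), and Bmf (-0.30) fell, and 6 were higher and 3 lower when adjusted over the list alone. None of 19 anti-apoptotic genes passed, with 2 higher and 1 lower when adjusted over the list alone. Of 35 p53 targets, 2 rose, Trp53inp1 (0.91) and the antiproliferative gene Btg2 (0.84), and Gadd45a (-0.47), Sesn2 (-0.40) and Bbc3 fell. Adjusted over the list alone, 3 p53 targets were higher and 4 lower. Their median log2 fold change was -0.02 and camera ranked them downward, while their mean lay 0.0026 above that of other genes. Of 51 genes of DNA replication and the G1/S step, thymidine kinase Tk1 (-0.49) and the clamp loader subunit Rfc4 (-0.31) fell and none rose (1 higher and 3 lower when adjusted over the list alone). None of 58 genes of the G2/M step passed, nor any of 6 inhibitors of cyclin-dependent kinases or of 39 MYC targets. The inhibitors had a median of 0.04 and a shift of the mean of -0.0060. Adjusted over the list alone, 1 inhibitor, Cdkn1c, named here after its value was seen, was lower and no G2/M gene or MYC target passed. Limma's unadjusted p was under 0.05 for 7 of the G2/M genes, 1 of the inhibitors, 4 of the MYC targets and 6 of the anti-apoptotic genes, and the methods' t-test passed none of them after adjustment. Of 36 myeloid markers, the Fc receptor Fcgr1 (0.63) and Cd68 (0.51) rose and Pstpip2 fell (2 higher and 1 lower when adjusted over the list alone). Of 34 genes of megakaryocytes and platelets, Ppbp rose (0.30), and 2 fell, the transcription factor Lyl1 (-0.44) among them (5 higher and 2 lower when adjusted over the list alone). Of 41 genes of adhesion and migration, 4 rose, the hyaluronan receptor Cd44 (0.49), vimentin (0.49), the integrin Itgav (0.42) and the chemokine receptor Ccr7 (0.52), and Pstpip2 fell (10 higher and 3 lower when adjusted over the list alone). Of 30 angiogenesis genes, the receptor Nrp1 rose (0.47), and Eng (-0.34) and Vegfa (-0.30) fell (4 higher and 2 lower when adjusted over the list alone). As whole lists, none of these was shifted against the other genes (adjusted p of 0.221 to 0.987 from camera). The pro-apoptotic genes and those of adhesion and migration passed fry for a shift in 1 direction (adjusted p = 0.0173 and 0.04). Fry tests against no change and not against other genes. In its mixed form, which counts rises and falls together, every list of this paragraph passed (adjusted p = 1.87e-07 to 0.0191 from fry). Such a pass does not show that a list changed more than other genes. The median of the angiogenesis genes was -0.01 and camera ranked them downward, with a mean 0.0057 above that of other genes. Ppbp and Nrp1 lay below the median level of the probe sets, with an unknown share of background. Each array was also left out in turn. The calls of Bcl2l11, Bmf, Rfc4, Cd68 and Ppbp were lost in each of these 6 fits, and those of Bbc3, Eng and Vegfa in all but the fit without PJ34 replicate 2. That of Tk1 was lost in all but the fit without PJ34 replicate 1, and that of Ccr7 in all but the fit without PBS replicate 1. Sesn2 and Lyl1 lost theirs when any 1 PBS array was left out, Sesn2 also without PJ34 replicate 3 and Lyl1 also without PJ34 replicate 1. Without PBS replicate 2 or 3, the calls of Gadd45a, Nrp1 and Itgav were lost, that of Nrp1 also without PJ34 replicate 3. Bnip3, Trp53inp1, Btg2, Fcgr1, Cd44, vimentin and Pstpip2 passed in all 6.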

To understand some important biological processes affected by PARP-1 in AML cells, a GO analysis was performed and revealed PARP-1 roles in apoptosis, proliferation, cell cycle, cell differentiation, adhesion, migration, and angiogenesis (Fig. 4C). 

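Lists of signalling genes, written mainly from the pathway names of Fig. 4D, held genes that rose with PJ34. Of 45 genes of T cell receptor signalling, 12 rose and none fell, among them Cd28, Sla, Pik3r3 and Fos (19 higher and 1 lower when adjusted over the list alone). The list was shifted upward against other genes (camera adjusted p = 7.37e-12, adjusted p = 0.0775 with an estimated correlation), and 5 of the 12 are genes of Table 1. Of 77 cytokines and cytokine receptors, 8 rose, including the interleukin 7 receptor Il7r (log2 fold change 0.94, SE 0.13) and the chemokine Ccl3 (0.83, SE 0.11), and 1 fell (19 higher and 4 lower when adjusted over the list alone; camera adjusted p = 2.14e-05, adjusted p = 0.0532 with an estimated correlation). Of 64 osteoclast differentiation genes, 11 rose, including the AP-1 subunit Fosl2 (0.64), and Mapk11 fell (20 higher and 5 lower when adjusted over the list alone; camera adjusted p = 1.53e-06, adjusted p = 0.0532 with an estimated correlation). Of 43 NF-kB targets, 9 rose and none fell, including the growth factor Csf2 (0.63) and Nfkbia, the inhibitor of NF-kB (0.52) (11 higher and 1 lower when adjusted over the list alone; camera adjusted p = 2.14e-05, adjusted p = 0.0532 with an estimated correlation). Of 57 genes of Toll-like receptor signalling, Pik3r3, Fos, Ccl3, Nfkbia and Ly96 rose and Mapk11 fell, Ly96 being named here after its value was seen (7 higher and 2 lower when adjusted over the list alone). Of 69 genes of the hematopoietic cell lineage, 8 rose, among them Cd7 and Il7r, and 1 fell (11 higher and 2 lower when adjusted over the list alone). Both lists were shifted upward in camera (adjusted p = 0.0016 and 0.0235; adjusted p = 0.116 and 0.145 with an estimated correlation). Of 51 markers of T and NK cells, 6 rose, including the protease Gzma (0.90), and 1 fell, Bcl11b, named here after its value was seen (10 higher and 2 lower when adjusted over the list alone). These markers were shifted upward as well (camera adjusted p = 0.0108, adjusted p = 0.107 with an estimated correlation), and 3 of the 6, Cd7, Cd28 and Gimap4, are in Table 1. Of 60 Jak-STAT signalling genes, 8 rose and 1 fell (11 higher and 5 lower when adjusted over the list alone). Of 26 feedback and output genes of the ERK pathway, 5 rose, Egr1 (0.92), the phosphatase Dusp1 (0.62), Phlda1 (0.55), Egr2 (0.54) and Dusp10, and Epha2 fell, the latter and Dusp10 being named after their values were seen (7 higher and 3 lower when adjusted over the list alone). Of 48 phagosome genes, Fcgr1, Itgav and Lamp1 rose and none fell, also when adjusted over the list alone. These 3 lists did not pass camera (adjusted p = 0.221, 0.196 and 0.0857). The phagosome list passed, however, with an intensity trend and robust eBayes (adjusted p = 0.0274) and without dim probe sets (adjusted p = 0.025). Its adjusted p ran from 0.025 to 0.194 over all camera settings. All 3 passed fry, which tests against no change and not against other genes. Members taken from Tables 1 and 2 are not independent evidence, and several genes, such as Fos and Pik3r3, stand in more than 1 list. Fig. 4D shows pathways enriched among genes changed on these arrays, so the choice of lists named after them is not independent evidence either. Without PJ34 replicate 2, neither the hematopoietic list nor the T and NK markers passed (adjusted p = 0.0519 and 0.0653), and without PJ34 replicate 3 the hematopoietic list did not pass (adjusted p = 0.068). Without dim probe sets neither list passed (adjusted p = 0.0667 and 0.0558). Over all camera settings the adjusted p ran from 0.0115 to 0.145 for the hematopoietic list and from 0.00374 to 0.208 for the T and NK markers, and without the genes of Tables 1 and 2 the T and NK markers did not pass (adjusted p = 0.208). Of the genes named from these lists, Il7r, Ccl3, Csf2 and Gzma lay below the median level of the probe sets, with an unknown share of background. Of the rises, 10 of 12 in the T cell receptor list and 6 of 8 in the cytokine list passed in each of the 6 fits that left out 1 array. In the osteoclast list 4 of 11 did, and among the NF-kB targets 5 of 9. Fosl2 lost its call without PBS replicate 2. Egr2 lost its call without PBS replicate 1 or 3 or PJ34 replicate 3, Phlda1 without PBS replicate 2 or 3 or PJ34 replicate 2 or 3, and Gzma without PBS replicate 2 or 3 or PJ34 replicate 1 or 2. Of the 6 fits that left out 1 array, Lamp1 and Epha2 passed in 1, without PJ34 replicate 2, Ly96 in 1, without PJ34 replicate 3, and Bcl11b and Dusp10 in none. The preset correlation of 0.01 lay below the estimate for T cell receptor (0.0739), Jak-STAT (0.0416) and Toll-like receptor signalling (0.0155), where it is permissive. For the other lists of this paragraph the estimate was lower (-0.011 to 0.0074). Even so, p was lower at the preset value for each list, and none passed with the estimated correlation. For the osteoclast list, with an estimate of -0.011, camera's unadjusted p was 2.3e-07 at the preset value and 0.0027 with the estimate. For the lists with an estimate below 0.01, this argues against stronger correlation between genes as what raised p. What raised it was not tested. In the 9 other splits of the 6 arrays into groups of 3, the T cell receptor list passed in 4 and the cytokine and osteoclast lists in 2 each. The NF-kB, Toll-like receptor, hematopoietic and T and NK lists passed in 0. Some lists that did not pass for PJ34 against PBS passed in other splits. The G2/M genes and fibroblast markers did so in 4 each and the homologous recombination genes in 3. A pass in another split thus need not come from a PJ34 effect. Each of these splits holds unequal numbers of PJ34 arrays in its groups and so keeps part of any PJ34 effect. Passes there cannot show whether the calls are false.

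**Figure D3:**
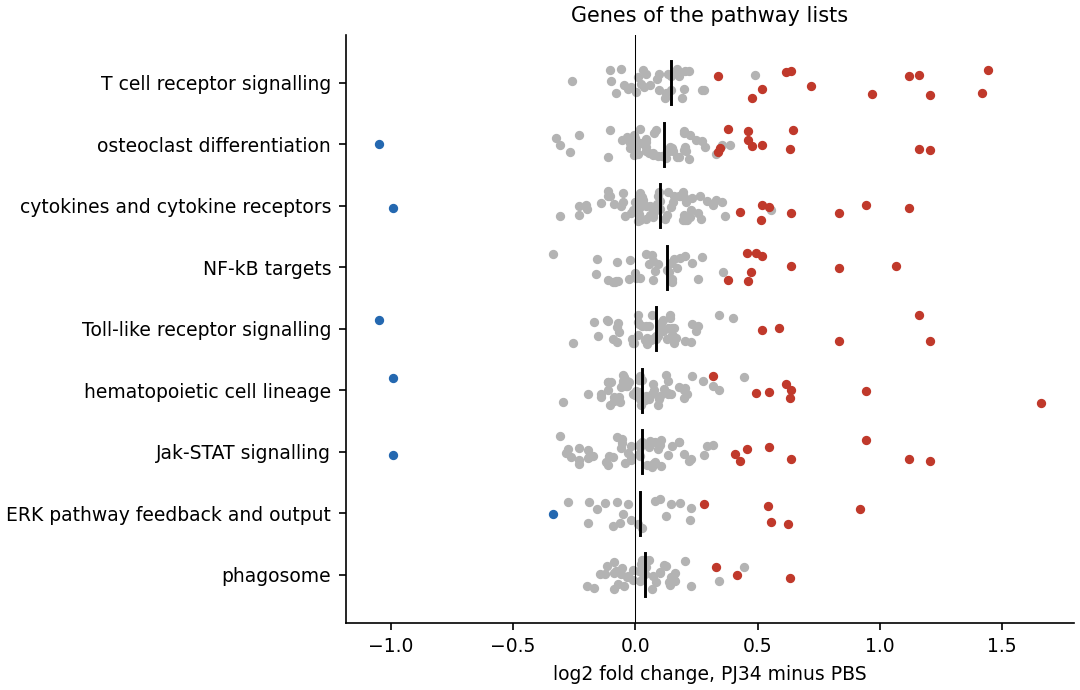
Log2 fold change (PJ34 minus PBS, horizontal axis) of each measured gene of 9 lists, 1 row per list. Red and blue points are genes that rose or fell at an adjusted p under 0.05, grey points did not pass, and black bars are list medians, 0.15 for T cell receptor signalling and 0.03 for Jak-STAT signalling.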

Pathway analysis with the KEGG database further classified the functional annotations of genes and revealed upregulated and downregulated genes significantly enriched in 86 pathways (15 top enrichment pathways are shown in Fig. 4D). Because microarrays showed a significant downregulation of the TPO receptor MPL with PARP-1 inhibition and MPL takes part in the biological behavior of leukemogenesis and chemoresistance [22–24], we focused on PARP-1 and MPL.

**Figure 4:**
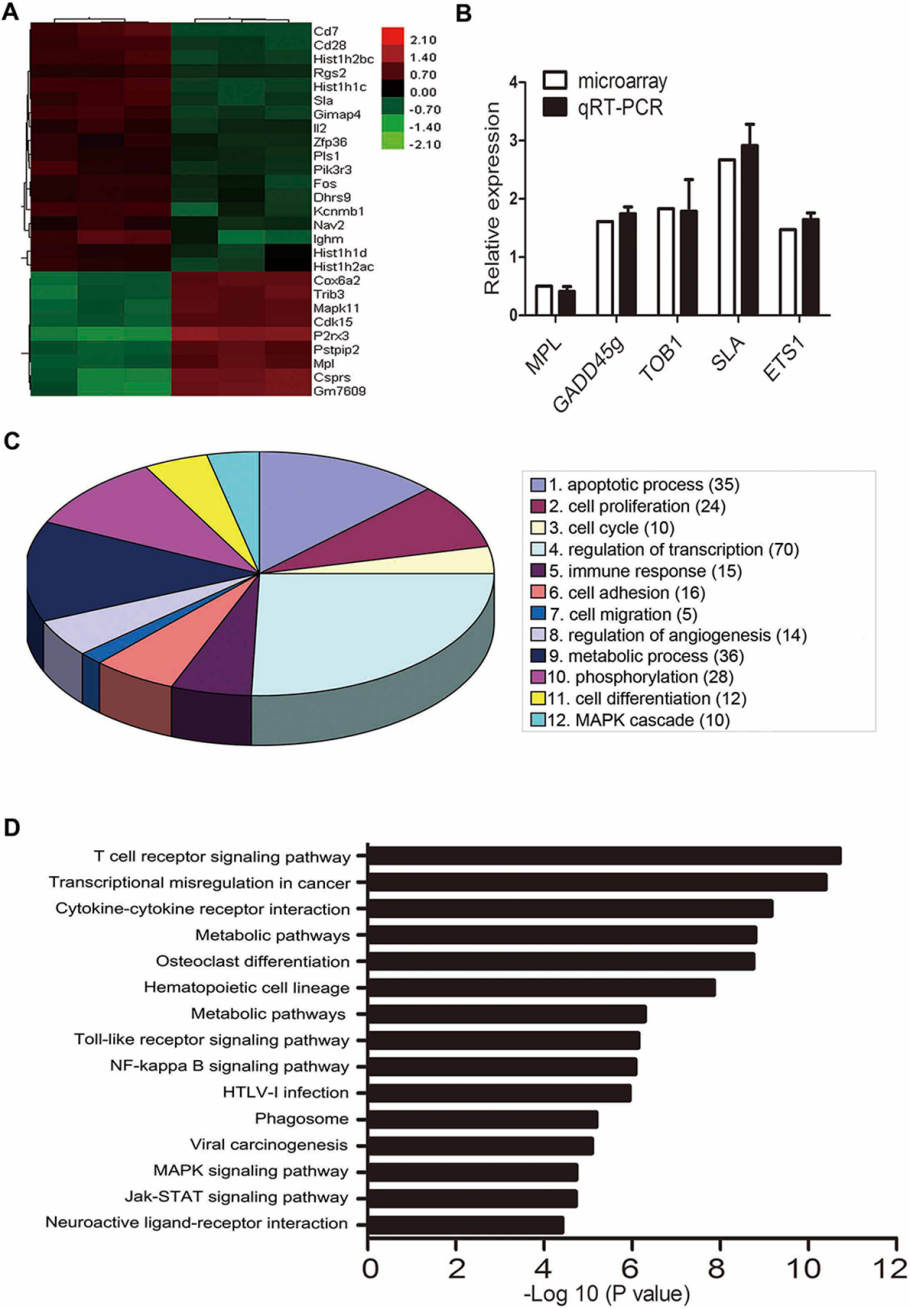
Microarray analysis of gene expression with PARP-1 inhibition **A.** Microarray assay of genes with >2.0-fold upregulation or ≥ 0.5-fold downregulation in C1498 mouse AML cells treated with PARP-1 inhibitor PJ34. **B.** qRT-PCR of 5 genes related to leukemia for validation of the microarray results. **C.** Gene ontology enrichment analysis of differentially expressed genes. The number of genes with a significantly changed expression is shown in parentheses. **D.** Top 15 enrichment pathways based on the KEGG database.

**Table 1:** Results of microarray analysis of the genes with over 2-fold upregulation following PARP-1 inhibition

Symbol	Official gene name	Probe ID	Fold change
*CD7*	CD7 antigen	10394054	3.15
*CD28*	CD28 antigen	10346783	2.72
*HIST1H1C*	histone cluster 1, h1c	10404059	2.87
*HIST1H2BC*	histone cluster 1, h2bc	10404053	2.74
*SLA*	src-like adaptor	10429128	2.67
*GIMAP4*	GTPase, IMAP family member 4	10538126	2.66
*RGS2*	regulator of G-protein signaling 2	10358389	2.2
*IL2*	interleukin 2	10497878	2.17
*FOS*	FBJ osteosarcoma oncogene	10397346	2.23
*NAV2*	neuron navigator 2	10553354	2.05
*DHRS9*	dehydrogenase/reductase (SDR family) member 9	10472538	2.14
*PLS1*	plastin 1 (I-isoform)	10595768	2.09
*KCNMB1*	potassium large conductance calcium-activated channel, subfamily M, beta member 1	10375137	2.7
*ZFP36*	zinc finger protein 36	10561453	2.09
*IGHM*	immunoglobulin heavy constant mu	10403069	3.18
*PIK3R3*	phosphatidylinositol 3 kinase, regulatory subunit, polypeptide 3 (p55)	10507273	2.3
*HIST1H1D*	histone cluster 1, h1d	10404033	2.04
*HIST1H2AC*	histone cluster 1, h2ac	10408220	2.2

**Table 2:** Results of microarray analysis of the genes with less than 2-fold downregulation following PARP-1 inhibition

Symbol	Official gene name	Probe ID	Fold change
*P2RX3*	purinergic receptor P2X, ligand-gated ion channel, 3	10484488	0.28
*COX6A2*	cytochrome c oxidase, subunit VI a, polypeptide 2	10568369	0.47
*TRIB3*	tribbles homolog 3 (Drosophila)	10488608	0.46
*MAPK11*	mitogen-activated protein kinase 11	10431410	0.48
*CDK15*	cyclin-dependent kinase 15	10346594	0.49
*MPL*	myeloproliferative leukemia virus oncogene	10515755	0.5
*PSTPIP2*	proline-serine-threonine phosphatase-interacting protein 2	10456904	0.5
*CSPRS*	component of Sp100-rs	10582879	0.36
*GM7609*	predicted pseudogene 7609	10347915	0.37

### MPL activation promotes the proliferation of AML cells

MPL is present on HSPCs, megakaryocytes, and thrombocytes [25–27]. To further clarify its role in AML, we first detected MPL mRNA in AML patient primary BM cells. MPL was significantly upregulated in AML samples compared to healthy control samples (*P* < 0.01; Fig. 5A). Further functional studies in Kasumi-1 and THP-1 AML cell lines of MPL knockdown or overexpression (Fig. 5B) showed a reduced or accelerated proliferation, respectively (*P* < 0.01; Fig. 5C). Therefore, MPL promotes AML cell malignant proliferation. Because MPL knockdown suppressed cell growth, we studied pathways that might be involved in this mechanism, including Akt and MAPK pathways. MPL knockdown notably decreased p-Akt and p-ERK levels (Fig. 5D, 5E) in both cell lines; however, no change in p-JNK and p-P38 levels was observed (Fig. 5D, 5E).

**Figure 5:**
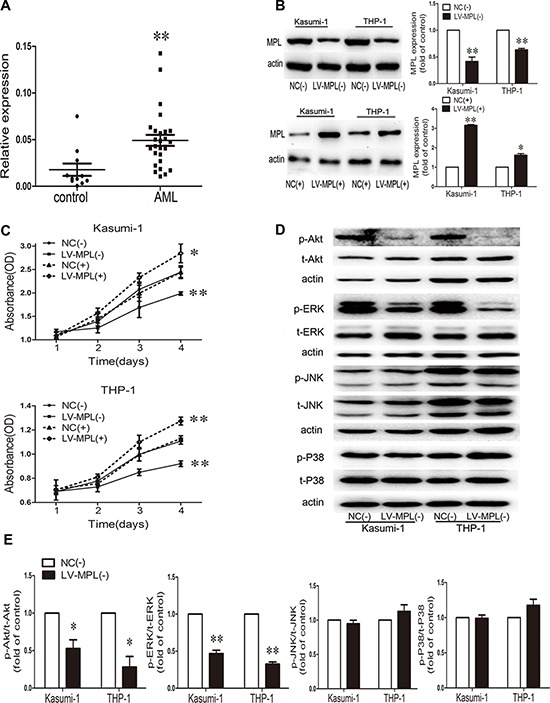
High expression of the myeloproliferative leukemia virus oncogene (MPL) in AML patients and MPL sustained malignant proliferation **A.** qRT-PCR analysis of MPL mRNA level in bone marrow from AML patients (*n* = 27) and controls (*n* = 11). Each point represents one sample. Horizontal bars represent the means, the whiskers represent SEM. **P < 0.01, AML vs. control. **B.** Western blot analysis and quantification of MPL protein expression by lentiviral infection in Kasumi-1 and THP-1 cells. NC(−), negative control of MPL knockdown; LV-MPL(−), MPL knockdown; NC(+), negative control of MPL overexpression; LV-MPL(+), MPL overexpression. *P < 0.05 and **P < 0.01, LV-MPL vs. NC. **C.** Cell viability of Kasumi-1 and THP-1 cells with MPL knockdown or overexpression. *P < 0.05 and **P < 0.01, LV-MPL vs. NC. **D.** Western blot analysis and **E.** quantification of p-Akt, t-Akt, p-ERK, t-ERK, p-JNK, t-JNK, p-P38, and t-P38 protein expression with MPL knockdown in Kasumi-1 and THP-1 cells. *P < 0.05, **P < 0.01, LV-MPL vs. NC. Data represent the mean ± SEM.

### PARP-1 inhibition protects against AML by downregulating MPL activity

According to our microarray results, MPL might be downstream of PARP-1. We compared MPL and PARP-1 expression in patient BM samples and we found that their expression positively correlated (*P* < 0.01; Fig. 6A). PARP-1 inhibition significantly inhibited PAR formation (Fig. 6B) and reduced the expression level of MPL (Fig. 6B, 6C). Further validation by PARP-1 knockdown (Fig. 6D–6F) showed that MPL protein levels were decreased (Fig. 6E, 6F). Therefore, PARP-1 may directly act on MPL expression.

**Figure 6:**
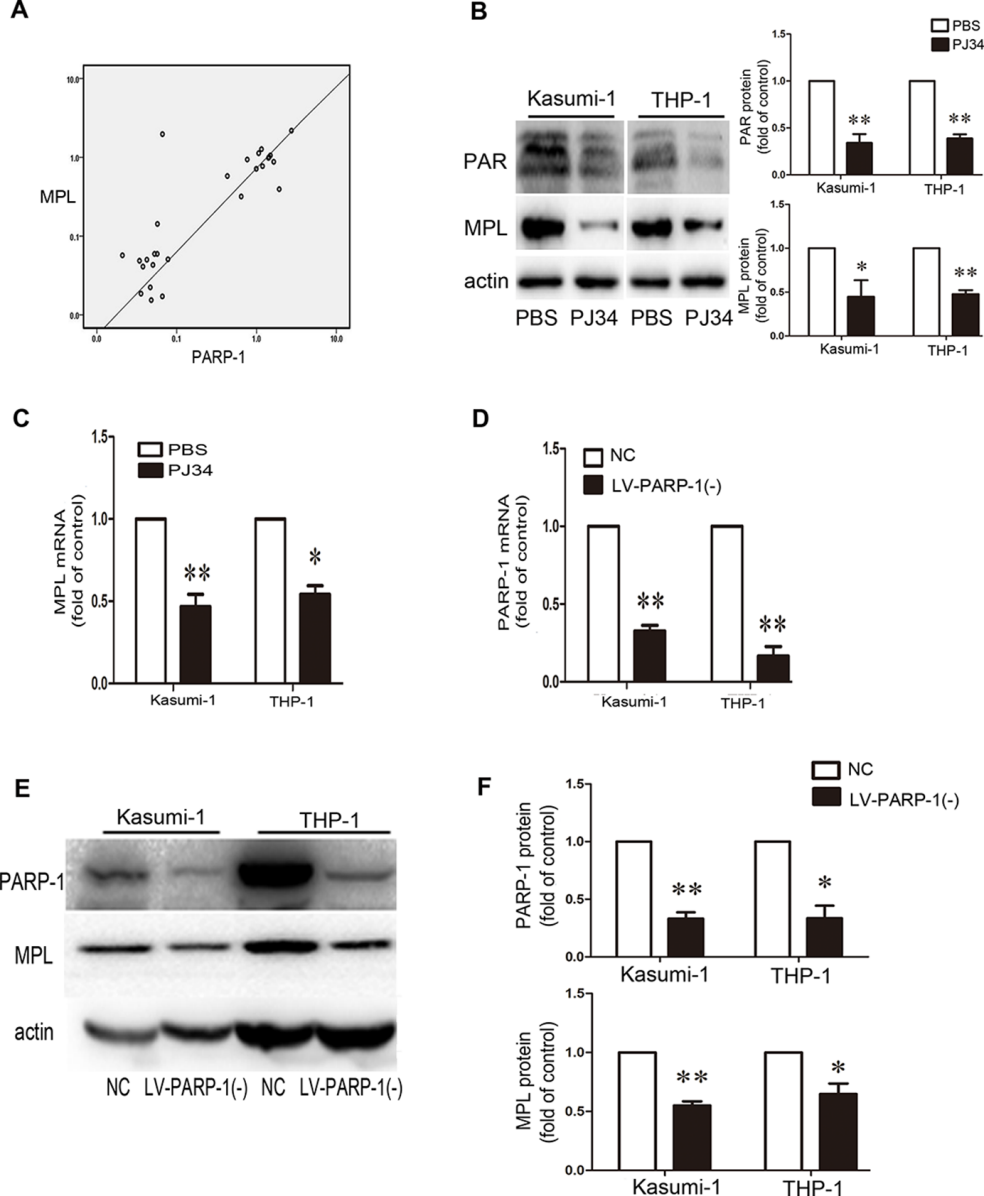
PARP-1 acts on MPL expression **A.** Positive correlation between PARP-1 and MPL expression in patient bone marrow samples (*n* = 27, *P* < 0.01). **B.** Western blot analysis of PAR and MPL protein levels and **C.** qRT-PCR analysis of MPL mRNA level with or without PARP-1 inhibitor PJ34. *P < 0.05, **P < 0.01, PJ34 vs. PBS. **D–F.** qRT-PCR and western blot analysis of PARP-1 expression upon lentivirus interference. NC, negative control of PARP-1 knockdown; LV-PARP-1(−), PARP-1 knockdown. *P < 0.05 and **P < 0.01, LV-PARP-1 vs. NC. **E, F.** Western blot analysis of MPL expression with PARP-1 gene silencing. *P < 0.05 and **P < 0.01, LV-PARP-1 vs. NC. Data represent the mean ± SEM.

To further determine whether MPL was functional downstream of PARP-1, MPL was physiologically activated by its ligand TPO or overexpressed by lentiviral transduction. TPO increased the proliferation of Kasumi-1 and THP-1 cells, as did MPL overexpression (*P* < 0.05 and *P* < 0.01 respectively; Fig. 7A). On the other hand, PARP-1 inhibition decreased cell viability (*P* < 0.01; Fig. 7A); however, the effect of PARP-1 inhibition diminished significantly when MPL was activated by TPO in Kasumi-1 and THP-1 cells (*P* < 0.05 and *P* < 0.01 respectively; Fig. 7A). Growth inhibition due to PARP-1 inhibition was rescued when both Kasumi-1 and THP-1 cells overexpressed MPL (*P* < 0.01 and *P* < 0.05; Fig. 7B). Moreover, the number of apoptotic cells was reduced significantly (Fig. 7C, 7D), effectively showing the opposite effects induced by MPL activation and PARP-1 inhibition. Therefore, PARP-1 may act on AML cells by regulating its downstream functional MPL gene directly or indirectly.

**Figure 7:**
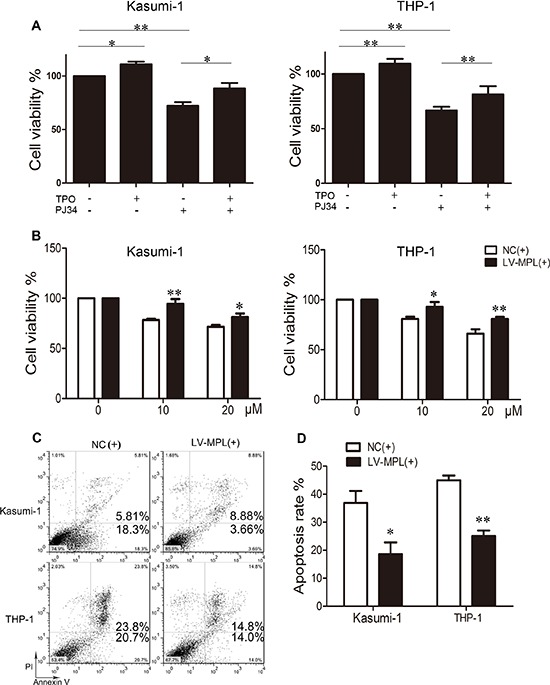
Enforced expression or activation of MPL partially rescues the effect of PARP-1 inhibition in AML cells **A.** Cell viability of Kasumi-1 and THP-1 cells with thrombopoietin (TPO) and/or PARP-1 inhibitor PJ34. *P < 0.05 and **P < 0.01, compared to control. **B.** Cell viability, **C.** flow cytometry of apoptosis and **D.** its quantification of AML cell lines overexpressing MPL and incubated with PARP-1 inhibitor PJ34 for 48 h. *P < 0.05 and **P < 0.01, LV-MPL vs. NC. Data represent the mean ± SEM.

## DISCUSSION

Emerging evidence show that PARP-1 participates in a broad variety of cellular biological processes, such as transcriptional regulation [4] and tumor angiogenesis [28], independently of its classical DNA damage repair function. So far, the precise signaling mechanism by which PARP-1 aggravates the pathogenesis of AML is still unclear. In the current study, we focused on the function of PARP-1 and its potential downstream molecule MPL, which was revealed by microarray analysis. PARP-1 inhibition suppressed the proliferation, arrested the cell cycle, and induced apoptosis of AML cells *in vitro* and alleviated disease progression and prolonged survival in mice *in vivo*. Both PARP-1 and MPL expression were upregulated in BM of AML patients, with a significant positive correlation. MPL supported AML cell proliferation, and activation or overexpression of MPL partly reversed PARP-1 inhibition effect.

One of the distinguishing features of malignant tumor cells is infinite proliferation. The rapid replication and division of tumor cells is inevitably accompanied by increasing DNA damage. PARP-1, a nuclear protein involved in DNA repair, is usually overexpressed in tumor tissue [6–8, 29, 30]. Here, we confirmed that PARP-1 expression is higher in BM from AML patients than from healthy individuals. However, its expression did not differ among different subtypes of AML according to the French–American–British (FAB) classification (data not shown). It has been previously reported that PARP-1 supports tumor cell growth, and inhibitors of PARP-1 show potent antiproliferative and proapoptoic effects, holding promise for tumor therapy [8, 11, 13, 31]. In this study, both PARP-1 inhibitor PJ34 treatment and PARP-1 knockdown induced significant suppression of AML cell growth. Cell proliferation is dependent on the cell cycle proceeding, which is highly ordered and tightly regulated by cyclins, cyclin-dependent kinases (CDKs), and CDK inhibitors (CKIs) [32]. Indeed, PARP-1 inhibition induced a significant G2/M cell cycle arrest, and downregulation of both cyclin B1 and CDK1, whereas CKI P27 was upregulated. In addition, abnormal activation of the Akt and ERK1/2 pathways promotes survival and suppresses apoptosis of leukemic cells, which could be effective therapeutic targets [33, 34]. Here, we observed that PARP-1 inhibition decreased the phosphorylation of both Akt and ERK in AML Kasumi-1 and THP-1 cells, which led to an increased in cell apoptosis. Further evidence was the anti-apoptotic Bcl-2 and Bcl-xL reduced levels. PARP-1 deficiency or inhibition can have a beneficial outcome in tumor treatment [35, 36]. Accordingly, we studied an AML murine model that allowed us to evaluate PARP-1 effect on AML infiltration and disease progression by monitoring C1498-GFP cells *in vivo*. As compared with controls, PARP-1 inhibition indeed alleviated the disease progression, including decreasing cell infiltration, hepatosplenomegaly, and prolonging survival, for further evidence of PARP-1 inhibition potentiality in tumor therapy. Of note, we confirmed PARP-1 overexpression in AML, promoting cell survival and AML progression.

In discussing the role of PARP-1 in tumors, almost exclusive focus is given to its DNA repair activity, including PARP-1-dependent base excision repair pathways and synthetic lethality of homologous repair-deficient (e.g., BRCA1- or BRCA2-deficient) tumors [37]. Recently, more efforts are being made to identify its roles in modulating chromatin structure, regulation of gene transcription and protein stability [4, 38], participating in the inflammatory response, immunologic process, vascular plasticity and metastasis, and epithelial-mesenchymal transition (EMT) [12, 39–41]. Therefore, we performed a transcriptome analysis to explore the underlying molecular mechanisms. Differentially expressed genes with PARP-1 inhibition were mainly enriched in regulation of transcription, metabolic process, cell proliferation, apoptotic process, and phosphorylation, which supports PARP-1 function in inflammation, tumor, and metabolic disorders. These results provide a better understanding of some tumor-related genes regulated by PARP-1. 

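Among genes of transcriptional control, immediate early genes, which respond within minutes to growth and stress signals, were higher in the C1498 cells after PJ34. Of 38 such genes, 20 rose and none fell (25 higher and none lower when adjusted over the list alone; camera adjusted p = 1.11e-22, adjusted p = 0.0532 with an estimated correlation). The 20 held Fos, Rgs2 and Zfp36 of Table 1, and Tob1 and Gadd45g of Fig. 4B. The study chose these genes on the same arrays, so they are not independent evidence. The other rises included the nuclear receptor Nr4a2 with a log2 fold change of 0.93 (SE 0.075, adjusted p = 0.000818 from limma). Of the 20, 13 also passed in each of the 6 fits that left out 1 array. Among metabolic genes, 10 of 20 genes of cholesterol synthesis rose and none fell (14 higher and none lower when adjusted over the list alone; camera adjusted p = 1.12e-15, adjusted p = 0.0686 with an estimated correlation). Hsd17b7 had a log2 fold change of 0.67 (SE 0.078), the synthase Hmgcs1 0.66 (SE 0.074), the sterol-regulated protein Insig1 0.61 (SE 0.077) and the isomerase Idi1 0.57 (SE 0.079), and 5 of the 10 passed in each of those 6 fits. Of 19 glycolysis genes, Pgam1 (0.38) and Pfkfb3 (0.33) rose and Pfkm (-0.46) fell (4 higher and 2 lower when adjusted over the list alone), and none of these 3 passed in all 6 fits. Pfkfb3 was lost in each, Pgam1 when any 1 PBS array or PJ34 replicate 1 was left out, and Pfkm without PBS replicate 2 or 3 or PJ34 replicate 1 or 3. Of 53 genes of oxidative phosphorylation, Cox6a2 alone fell and none rose, also when adjusted over the list alone, with 5 lower and none higher at an unadjusted p under 0.05 from limma. The glycolysis and oxidative phosphorylation lists were not shifted (camera adjusted p = 0.221 and 0.0857). The latter did pass, downward, without PBS replicate 1 (adjusted p = 0.0112) and without PJ34 replicate 1 (adjusted p = 0.0374). It also passed with an intensity trend and robust eBayes (adjusted p = 0.0379), and its range was 0.0112 to 0.8. In the 9 other splits of the 6 arrays into groups of 3, the immediate early list and the cholesterol list each passed camera in 6. Those splits hold unequal numbers of PJ34 arrays in their groups and keep part of any PJ34 effect. Passes there cannot show whether the calls are false.

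**Figure D4:**
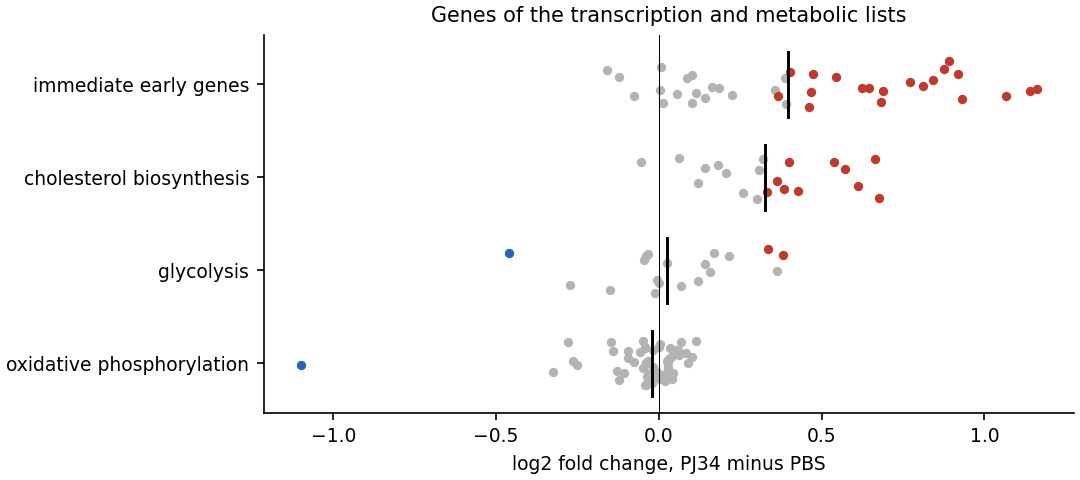
Log2 fold change (PJ34 minus PBS, horizontal axis) of each measured gene of 4 lists, 1 row per list. Red and blue points are genes that rose or fell at an adjusted p under 0.05, grey points did not pass, and black bars are list medians, 0.40 for immediate early genes and 0.33 for cholesterol synthesis.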

Martínez-Bosch and colleagues proved that PARP-1 upregulates MDM2, VEGFR1, and MMP28, accelerating tumor proliferation and angiogenesis in pancreatic cancer [42]. Moreover, PARP-1 participates in the regulation of c-myc gene expression. Because c-myc regulates 10 to 15% of human genes, this interaction may be the basis of the pleiotropic physiological behavior of PARP-1 [43]. In our study, we tested several dysregulated genes associated with leukemia by microarray data analysis, including MPL, GADD45g, TOB1, SLA, and ETS1, and mainly focused on MPL, which was reduced by PARP-1 inhibition.

As the receptor of TPO, MPL is mainly expressed on the membrane of HSPCs, megakaryocytes, and thrombocytes. Physiologically, MPL plays an important role in the proliferation and differentiation of HSPCs and megakaryocytes, and in the maintenance of an appropriate number of platelets [44]. However, excessive activation of the TPO/MPL pathway is involved in leukemogenesis [45] as well as in chemotherapy resistance [24]. Recent studies showed that TPO/MPL/Bcl-xL or TPO/MPL/PI3K/Akt signaling pathways are essential for maintaining AML driven by AML1-ETO [22, 23]. Here, we demonstrate that MPL was highly expressed in clinical AML specimens, as previously described [46, 47]. In addition, PARP-1 and MPL expression were positively correlated in our clinical samples, which further suggest MPL as an important intermediary of PARP-1-mediated AML progress. This hypothesis was verified by activation of MPL, upon stimulation by its ligand TPO or lentivirus-mediated overexpression, where PARP-1 function was hindered. Accordingly, functional studies showed that the anti-proliferative and pro-apoptotic function of PARP-1 inhibition was partly reversed by MPL activation. These data suggested that PARP-1 takes effect at least in part by its ability to activate MPL. Nevertheless, the direct or indirect relationship between PARP-1 and MPL remains to be elucidated. MPL is well accepted as an oncogene, and gain-of-function or loss-of-function of MPL specifically showed significant growth promotion or inhibition, respectively. TPO is the classical ligand of MPL, activating its downstream molecular pathways, including PI3K/Akt and MAPK pathways [48, 49]. Our study revealed that Akt, ERK1/2, JNK, and p38 pathways were constitutively activated in AML; however, MPL knockdown inhibited only p-Akt and p-ERK levels, perhaps because of different biological characteristics of various cell types.

Currently, more and more gene mutations, aberrantly expressed genes, and microRNAs are identified in AML [50]. On one hand, these molecular disorders can be potential prognostic markers of risk stratification and choice of therapeutic regimens; and on the other hand, they may be effective targets for clinical treatment. In previous reports, PARP-1 is statistically considered as a prognostic marker in solid tumors, where high expression of PARP-1 associated with the worse outcomes [9, 10, 51]. We analyzed the relation between chemotherapeutic response of AML patients and initial PARP-1 expression. The results revealed that patients with high PARP-1 expression levels associated with a refractory response or died in a short time (Supplementary Fig. 2). From these refractory patients also emerged an overexpression of MPL, verifying its role of adverse prognostic factor [52]. Since chemotherapies remain the primary therapy for AML treatment; however generating more DNA damage, which can further activate PARP-1, and contributing to chemotherapy resistance. Inhibition of PARP-1 became important to oncotherapy. In recent years, encouraging results have been achieved by PARP-1 inhibitors in treating BRCA 1/2-related breast and ovarian cancers [53, 54], and here we observed that a PARP-1 inhibitor also alleviates AML tumor load and prolongs survival in mice. Additional studies are required to uncover the specific impact of PARP-1 on diagnosis, therapy, and prognosis.

Taken together, PARP-1 overexpression in AML possibly caused by DNA damage which were associated with excessive division and proliferation of tumor cells may activate MPL. Furthermore, Akt and ERK1/2 pathways were highly activated, endowing malignant cells with the ability of aberrant proliferation and escaping apoptosis (Fig. 8). Understanding this pathway provides important molecular insights into the underlying mechanisms of PARP-1 in AML. More in-depth investigations are needed to elucidate the potential mechanisms by which PARP-1 regulates downstream molecules.

**Figure 8:**
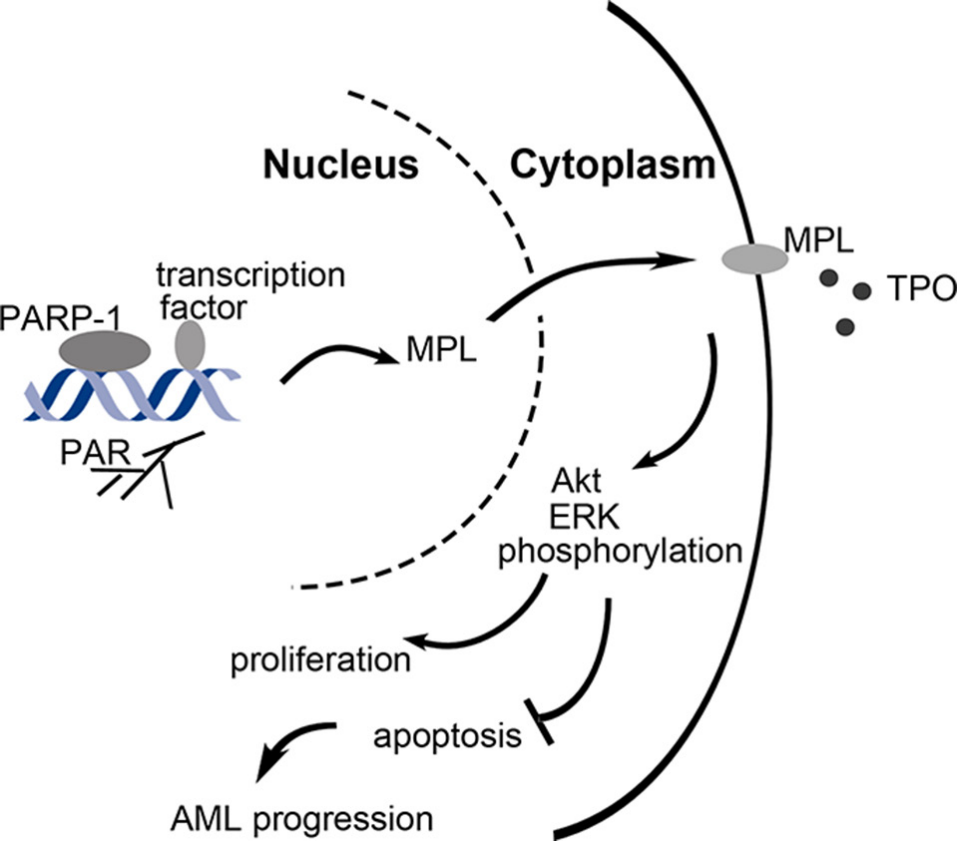
Schematic representation of the role of PARP-1 in the regulation of AML cell survival and proliferation PARP-1 is overexpressed in AML, which may be caused by DNA damage when excessive division and proliferation of tumor cells. As a transcriptional coregulator, PARP-1 upregulates MPL expression by polyADP-ribosylation, which further activates Akt and ERK1/2 pathways, and allows malignant cells to unlimited proliferation and escaping apoptosis.

## MATERIALS AND METHODS

### Reagents

PARP-1 inhibitor (PJ34) was purchased from Sigma-Aldrich (St. Louis, MO, USA), and TPO was purchased from 3SBIO (Shenyang, China). Primary antibodies for PARP-1 and β-actin were obtained from Santa Cruz Biotechnology (Santa Cruz, CA, USA) and for anti-poly(ADP-Ribose) (PAR) from BD Biosciences (NJ, USA). Antibodies against MPL was obtained from Abcam (Cambridge, MA, USA) and phosphorylated extracellular signal-regulated kinase 1/2 (p-ERK)/ERK, p-P38/P38 mitogen-activated protein kinase (MAPK), p-c-Jun N-terminal kinase (JNK)/JNK and p-Akt/Akt were all purchased from Cell Signaling Technology (Beverly, MA, USA).

### Cell lines

The C1498 murine AML cell line (ATCC) was cultured in complete Dulbecco’s Modified Eagle Medium (DMEM; Gibco, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (FBS; Gibco, Grand Island, NY, USA). C1498-GFP cells were produced by retroviral transduction and selected with puromycin (6 μg/mL) for 2 weeks. THP-1 and Kasumi-1 (Shanghai Institutes for Biological Sciences, China) cell lines that were derived from AML patients were cultured in RPMI-1640 medium (Gibco, Carlsbad, CA, USA) supplemented with 10% FBS and 1% penicillin-streptomycin. Cells were maintained in a humidified incubator at 37°C and 5% CO_2_.

### Patient samples

Bone marrow (BM) was collected from AML patients with a blast cell median of 75% (28–99%) among leucocytes and from healthy donors at Qilu Hospital, Shandong University. Mononuclear cells were obtained from BM by density-gradient centrifugation with Ficoll-Hypaque (Sigma-Aldrich, St. Louis, MO, USA). A written informed consent was obtained from all donors, and study protocols were approved by the medical ethics committee of the Affiliated Qilu Hospital of Shandong University (Jinan, China).

### Animal model and treatment

C57BL/6J male mice, from Jackson Laboratory (Bar Harbor, ME, USA), were housed in a specific pathogen-free animal care facility under a constant temperature (24°C) and regular light-dark cycles. Mice were given a normal diet and free access to water. C1498-GFP cells (1 × 10^6^)were resuspended in phosphate buffered saline (PBS; 100 μL) and injected into 6–8 weeks old mice via the tail vein. Experimental and control mice were intraperitoneally injected with PARP-1 inhibitor (10 mg/kg) or normal saline (NS) once a day for four weeks. Mice were observed closely for occurrence and development of disease. Blood was drawn from the venae angularis and resuspended in red blood cell lysis buffer to remove erythrocytes. The remaining cells were used to analyze GFP-positive cells by flow cytometry. Moreover, liver tissues were mechanically dissociated into a monoplast suspension for detection of leukemic cell infiltration by flow cytometry. Paraffinized sections of liver were stained with hematoxylin and eosin (H&E) staining. All experimental procedures were performed in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health and Shandong University.

### Microarray analysis

C1498 cells were treated with PARP-1 inhibitor or PBS, and total RNA was extracted for microarray assay. Differentially expressed genes were detected with the Affymetrix GeneChip Mouse Gene 1.0 ST Array (Affymetrix, CA, USA), and GO-Analysis and Pathway-Analysis was performed by Gminix (Shanghai). GEO accession number: GSE64220, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=orezmycgvjqvpox&acc=GSE64220

### Proliferation assay

The cell viability of treated cells was evaluated by Cell Counting Kit-8 (CCK-8; DOJINDO, Japan). Briefly, cells were cultured in 96-well plates, seeded at 3–5 × 10^3^ per well. The CCK8 solution (10 μL) was added to each well and incubated at 37°C for 1 to 4 h. Absorbance was measured on a microplate reader (Bio-Rad) at 450 nm. Each sample was analyzed in triplicate.

### Apoptosis assay

Apoptosis was analyzed with FITC Annexin V Apoptosis Detection Kit I (BD Biosciences, NJ, USA). Cells were washed with PBS, resuspended in 100 μL binding buffer, labeled with 5 μL Annexin V-FITC and 5 μL PI, and incubated for 15 min in the dark. The binding buffer (400 μL) was added and the fluorescence was detected on a FACS Calibur (Becton Dickinson, CA, USA).

### Cell cycle analysis

Cells treated with 10 μM PARP-1 inhibitor for 24 h were harvested, fixed in ice-cold 75% ethanol at 4°C for 2 h, resuspended in PBS to rehydrate for 15 min, and collected and resuspended in DNA staining solution (MultiSciences Biotech, Hangzhou, China) for 30 min at room temperature. DNA content was analyzed in triplicate on FACS Calibur (Becton Dickinson, CA, USA). Cell cycle distribution was analyzed with the ModFit LT 3.1 software (Verity Software House, ME, USA).

### Quantitative real-time PCR

Total RNA from cell lines or patient BM samples was extracted in TRIzol reagent (Invitrogen, Carlsbad, CA, USA). RNA was reverse-transcribed into cDNA with the PrimeScript RT reagent kit with gDNA Eraser (TaKaRa, Dalian, China). qRT-PCR was carried out in a 20-μL reaction volume with SYBR Green PCR Master Mix (Toyobo, Osaka, Japan) on a real-time PCR thermocycler (IQ5 Real-Time PCR cycler, Bio-Rad). Relative expression was normalized to that of GAPDH. The primers for real-time quantification are listed in Table 3.

**Table 3:** Primer sets and genes included in the qRT-PCR analysis

Name	Forward primer (5′–3′)	Reverse primer (5′–3′)
PARP-1 (homo)	TCTGAGCTTCGGTGGGATGA	TTGGCATACTCTGCTGCAAAG
MPL (homo)	TTTCTCCCGAACATTTGAGG	GTGCAGCGGAAAGAAGAGAC
GAPDH (homo)	GGTGAAGGTCGGAGTCAACG	TGGGTGGAATCATATTGGAA
MPL (mus)	CTGTATGCCTACCGAGGAGAG	TCTGGTTGAGGGACACATTCTT
GADD45g (mus)	CTGCTGTGAGAACGACATTGA	CTCTCCTCGCAGAACAAACTG
TOB1 (mus)	ATATGAAGGGCACTGGTATCCT	GGATGCCTGCTCGATCACG
SLA (mus)	ATGGGGAATAGCATGAAATCCAC	GGAGATGGGTAGTCAGTCAGC
ETS1 (mus)	CCCTGGGTAAAGAATGCTTCC	GCTGATGAAGTAATCCGAGGTG
GAPDH (mus)	CATGGCCTTCCGTGTT CCTA	CCTGCTTCACCACCTTCTTGAT

### Western blot analysis

Cells were harvested by centrifugation and lysed in RIPA buffer (Beyotime, Haimen, China) supplemented with protease and phosphatase inhibitors (Beyotime) for 30 min for protein extraction. Samples were separated on 10% SDS-PAGE, transferred to polyvinylidene fluoride membranes or nitrocellulose membranes blocked with 5% non-fat milk for 1 to 2 h at room temperature, incubated with primary antibodies overnight at 4°C and with horseradish peroxidase-conjugated secondary antibodies for 2 h at room temperature. Signals were detected by chemiluminescence (Milipore, Billerica, USA). Expression levels were normalized to β-actin expression as the internal control, and quantification was performed with the ImageJ software.

### Statistical analysis

Data are presented as mean ± SEM. Results were compared by 2-tailed Student’s *t* test for 2 groups and one-way ANOVA for multiple groups with the SPSS 16.0 software (SPSS Inc., Chicago, IL). Correlation analysis was determined by Spearman’s test. *P* < 0.05 was considered statistically significant.

## SUPPLEMENTARY FIGURES

# Supplementary material for: Inhibition of poly(ADP-ribose) polymerase 1 protects against acute myeloid leukemia by suppressing the myeloproliferative leukemia virus oncogene
**Source:** Oncotarget. 2015 Jul 25;6(29):27490–504. doi: 10.18632/oncotarget.4748
**Supplement:** Supplementary file 1

## SUPPLEMENTARY FIGURES

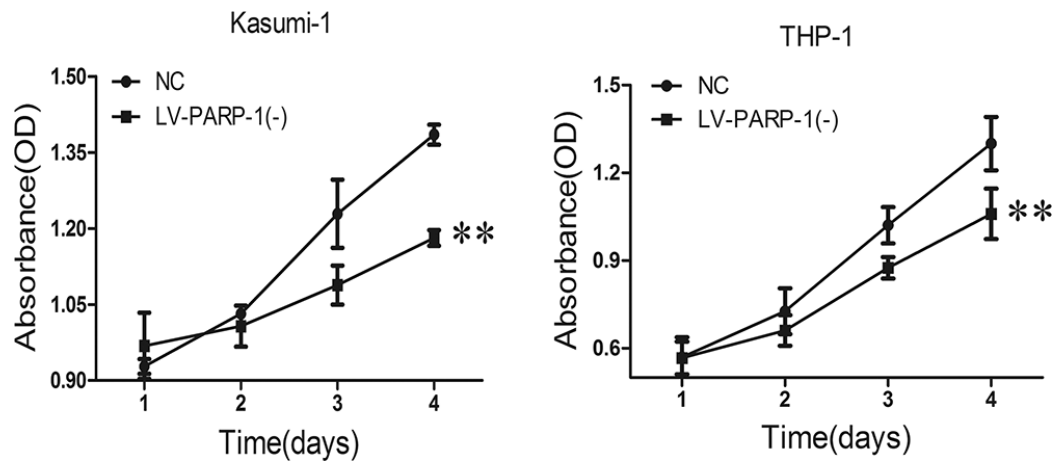

**Supplementary Figure S1: Growth inhibition of AML cell lines by PARP-1 gene silencing.** Cell viability of Kasumi-1 and THP-1 cells with PARP-1 knockdown or negative control (NC).  $**P < 0.01$ , LV-PARP-1(-) vs. NC. Data represent the mean  $\pm$  SEM.

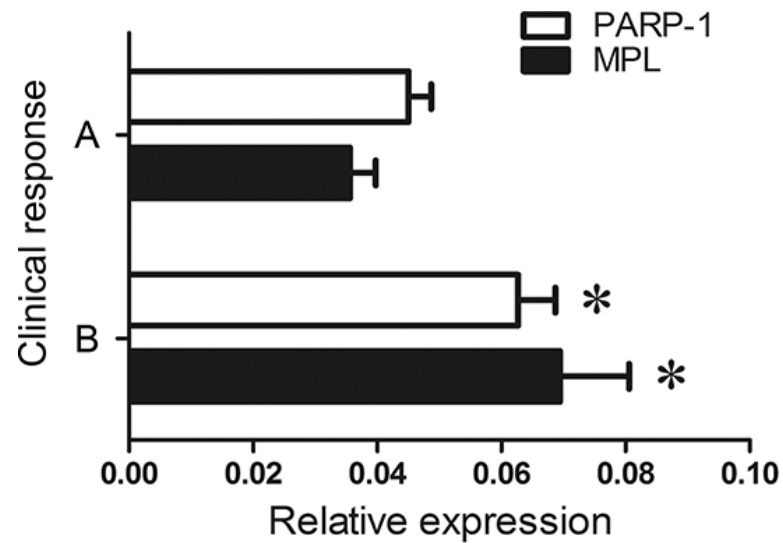

**Supplementary Figure S2: Relationship between PARP-1 and MPL expression, and clinical responses in AML patients.** Patients were divided into two groups according to their clinical response to chemotherapy. A: Achieving complete remission (CR) within two chemotherapy courses and sustaining CR. B: Not achieving CR within two chemotherapy courses. Patients with no follow-up were excluded. High expression levels of PARP-1 and MPL were associated with refractoriness.  $*P < 0.05$ . Data represent the mean  $\pm$  SEM.

How the deposited data were processed for this re-analysis (not part of the article)

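Gene expression was measured in C1498, a mouse line that the paper describes as AML, on 6 Affymetrix Mouse Gene arrays. Of these, 3 were of cells given PJ34 at 20 μM for 48 h and 3 of cells given PBS. Samples were assigned to PJ34 or PBS from the labels of the deposited series, which match the paper. The authors processed the arrays with Affymetrix Expression Console 1.3.1 and RMA, as the submitters' processing notes name, and deposited log2 expression values, which RMA has background corrected, quantile normalized and summarised per probe set. The values were used as deposited, with no further normalization. They hold no detection calls, and no scanner files were used here. No genome build is given in the sources used here, and no coordinates are printed.

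The gene table used names 23410 of the 35556 probe sets, 21789 of them by 1 gene and 1621 by several; 12146 are unnamed here. Symbols were checked through gene numbers against the RefSeq genes of GRCm38.p6, and none needed an update. The table lists no gene for 2 probe sets that Tables 1 and 2 name, 1 of them Hist1h2ac; both were added, so that 23412 probe sets were tested. Apart from probe sets that Tables 1 and 2 name, only probe sets with 1 gene are named. Of the genes the paper measures or discusses, Ccnb1, Mapk3 and Gapdh have no such probe set in the table and were not analysed here. Other genes that the paper names are not reported here.

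PJ34 and PBS were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, condition only, two-sided), and p was adjusted by Benjamini-Hochberg over the probe sets tested, with calls at an adjusted p under 0.05. The thresholds of the study, more than 2-fold or at or under 0.5-fold with an unadjusted p under 0.01, were applied to the same fit. The fit was tested on simulated data in which 200 of 23412 probe sets changed: it recovered 68.3% of 1.5-fold and 93.0% of 2-fold changes, and 4.05% of its calls were false. Confidence intervals are 95% intervals from the same fit. The precision is limited by the number of arrays.

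In all, 33 gene lists were written from the pathway and process names of Fig. 4C and 4D, the treatment and textbook knowledge: signalling (T cell receptor, cytokines and receptors, osteoclast differentiation, NF-kB targets, Toll-like receptor, Jak-STAT, ERK feedback, hematopoietic lineage, phagosome), immediate early genes, histones, cell cycle, CDK inhibitors, MYC targets, apoptosis, p53 targets, the amino acid stress response, DNA repair, markers of myeloid, megakaryocyte, T and NK, B cell and fibroblast lineages, interferon-stimulated genes, AhR and NRF2 targets, cholesterol synthesis, glycolysis, oxidative phosphorylation, angiogenesis, and adhesion and migration. Tables 1 and 2 had been read when the lists were written, and Fig. 4C and 4D rest on the same 6 arrays. Each gene was represented by its probe set with the highest mean over the 6 arrays. Lists were tested with limma's camera at a preset correlation of 0.01 and adjusted over the 33 lists, and again with camera's estimated correlation and with fry.

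The gene lists, the alternatives below and the rule for the genes named in the text were fixed before the data were examined. The rule takes those of Tables 1 and 2, whose values in the paper's tables had been seen, the 5 genes of Fig. 4B, genes the paper measures or discusses, the 12 largest rises and 12 largest falls among called probe sets of 1 gene whose groups do not overlap, and up to 4 called members of each list with the largest change. The alternatives were a second quantile normalization, centring each array on its median, the methods' t-test with Benjamini-Hochberg adjustment, an intensity trend with robust eBayes, a filter on dim probe sets, every row of the value table, 1 probe set per gene, array weights, the replicate number as a block, and leaving out each of the 6 arrays in turn; for the lists also an estimated correlation, fry, and the lists without the genes of Tables 1 and 2. The GO and KEGG enrichments of Fig. 4C and 4D were not recomputed, since their gene sets were not used here.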

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

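The tests of technical explanations were chosen after the results were seen; the tests of the lists of fatty acid synthesis, LXR target and lysosome genes were set before the values of those lists were looked at, except that their adjustment over the 3 lists was added afterwards. Outside Tables 1 and 2, 691 probe sets passed the limma test. Of these, Tob1 and Gadd45g are in Fig. 4B. Among those of 1 gene, the largest falls were in Add3, an adducin of the membrane skeleton (log2 fold change -0.95), Hdac10, a deacetylase (-0.94), Nupr1 (-0.91), Chac1 (-0.91) and Paqr3 (-0.89). In a fit of every row of the value table, 33 probe sets without a name here also passed. Relative to the other genes, the mean log2 fold change of the immediate early genes was higher by 0.43, that of the T and NK cell markers by 0.14, and that of the AhR and NRF2 targets by 0.10, each list past the camera test at the preset correlation and not discussed by the paper. With an estimated correlation the immediate early genes and the T and NK cell markers did not pass (adjusted p = 0.0532 and 0.107). Of 26 AhR and NRF2 targets, Tiparp rose (0.46) and Hmox1 fell (-0.63), with 2 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.00689, adjusted p = 0.114 with an estimated correlation); the list did not pass without PJ34 replicate 2 (adjusted p = 0.0653) or without dim probe sets (adjusted p = 0.0645), with a range of 0.0034 to 0.114 over all camera settings. The 6 arrays can be split into groups of 3 in 10 ways, too few for a share under 0.05. For each of the following counts 1 split, the real one, reached its value. It called 718 probe sets, against 0 at most in the others, and 27 against 1 at the thresholds of the study. In Tables 1 and 2 it called 27 against 0. The study chose these under the real grouping, so that count is not independent evidence. Of the gene lists, 11 passed in the real split against 9 at most in the others. The list test with a preset correlation also calls lists in splits that mix both treatments. Of the 9 other splits, the amino acid stress list passed in 6. The G2/M genes and fibroblast markers, which did not pass in the real split, passed in 4 each. Each of these splits holds unequal numbers of PJ34 arrays in its groups and keeps part of any PJ34 effect. Passes there cannot show whether the call of a list is false.

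Genes of the amino acid stress response, which ATF4 controls, were lower with PJ34. Of 46, 15 fell and none rose (31 lower and none higher when adjusted over the list alone), the mean lay 0.28 below that of other genes (a shift of -0.28 on the log2 scale; camera adjusted p = 2.72e-20, adjusted p = 0.131 with an estimated correlation), and 8 of the 15 passed in each of the 6 fits that left out 1 array; Trib3 is in Table 2, while Nupr1, Chac1 and Ddit3 (-0.78) are not. A bias of normalization with expression level is argued against, since the list median of -0.23 lay at percentile 0 of 10000 random lists matched on mean level, and a single aberrant array is argued against, since the shift was -0.31 to -0.26 in the 6 fits without 1 array. Whether medium was used up faster in denser PBS cultures cannot be told apart from an effect of PJ34: the design has no cultures matched for density, and the glycolysis genes, the only list that bears on it, did not pass either way (camera adjusted p = 0.221).

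Genes of cholesterol synthesis were higher by a mean of 0.33 relative to other genes (camera adjusted p = 1.12e-15). The list did not pass, however, with an estimated correlation (adjusted p = 0.0686). At the preset one it also passed in 6 of the 9 other splits of the arrays. Those splits keep part of any PJ34 effect, so these passes cannot show whether the call is false. Normalization by level is argued against by a list median of 0.33 at percentile 100 of 10000 matched random lists, and a single array by a shift of 0.31 to 0.35 in the 6 fits without 1 array. A candidate explanation is a response to low sterol, which may lower LXR targets (adjusted p = 0.906 from limma's camera) or raise fatty acid synthesis genes through SREBP (adjusted p = 0.34 from limma's camera). Another is that PJ34, an amine, is held in lysosomes and raises lysosome genes (adjusted p = 0.624 from limma's camera). None of these 3 lists, of 8, 13 and 28 measured genes, passed, with p adjusted over the 3 lists or unadjusted, so each explanation stays open and cannot be told apart from the others here; adjusted over the list alone, 2 fatty acid synthesis genes were higher, 1 LXR target was lower, and 2 lysosome genes were higher and 1 lower.

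Histone genes changed in both directions. Of 28 measured replication-dependent histone genes, 8 rose, 4 of them in Table 1, and 3 fell (8 higher and 6 lower when adjusted over the list alone); the list mean was 0.14 above that of other genes while its median was -0.11, and it did not pass (camera adjusted p = 0.966). Without the genes of Tables 1 and 2 the list turned downward and passed at the preset correlation. The 4 histones removed had been chosen for rising on these arrays, so their removal itself lowers the list. The genes that fell were H2bc3 (-0.50), H2ac4 (-0.44) and H4c6 (-0.40), named here after their values were seen. Of these, H2bc3 alone passed in each of the 6 fits that left out 1 array. A changed share of cells in S phase would move these genes in 1 direction if all of them follow S phase alike. Whether they do was not tested. Signal of 1 changed gene read by near-identical probe sets would give 1 direction within a histone type. In each of those 6 fits, adjusted over the list alone, at least 4 members passed in the smaller direction. In each, 2 types, H2A and H2B, held members past the test in both directions. These counts restate the pattern that raised the question, on the same arrays, and are not an independent test. If these genes follow S phase alike, neither explanation alone would give both directions. If they do not, a changed share of cells in S phase stays open for both directions. For the rises or the falls taken alone, each explanation stays open and untested.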

How the results depend on the processing

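The fold changes of Tables 1 and 2 kept their direction in every setting that measured them. The cause of a change was not tested unless named. With 403 probe sets higher and 315 lower at the outset, the methods' t-test called 78 and 65, sharing 68 and 50, with 9 probe sets of Table 1. An intensity trend with robust eBayes called 1009 and 921, the filter on dim probe sets, which tests fewer, 929 and 840, and array weights 565 lower. Every row of the value table, which tests more, gave 112 and 76, with 31 over 2-fold higher and 24 at or under 0.5-fold at the study's thresholds. With 1 probe set per gene, 5 lay at or under 0.5-fold. A second quantile normalization called 513 and 463, and median centring 333 and 366. Leaving out 1 array, so that fewer were fitted, called 148 to 282 higher and 83 to 321 lower. Both upper ends came from the fit without PJ34 replicate 2, and the other fits called at most 210 higher and 137 lower. PJ34 replicate 2 stood apart on the second principal component (-16.6, against -5.5 to 11.9 for the other arrays). With the replicate number as a block, 222 were higher and 143 lower. Deviations of arrays with the same number correlated by -0.013, 0.13 and -0.009, and 2 of 6 arrays correlated best with the array of their own number. These values gave no sign of pairing by number, but so few arrays cannot exclude it. Of 33 lists, 11 passed camera. With an estimated correlation 0 did (lowest adjusted p = 0.0532), and fry, which asks only whether a list moves one way, passed 16, all 11 among them. Without PJ34 replicate 2, 9 lists passed, 8 of the 11 among them. Of 1335 values of 90 named genes, 1106 kept direction and side of the threshold, 216 no longer passed, 2 passed newly and 11 turned sign. Of 561 values of the lists, 499, 19, 12 and 31 did. All that turned sign, apart from the histones, had passed in neither fit. The histone list turned to a shift of -0.046 and passed at the preset correlation without the genes of Tables 1 and 2, but the 4 histones removed had been chosen for rising on these arrays, so their removal itself lowers the list. Signs turned as follows, as log2 fold change or list shift. Second quantile normalization: Cdk1 0.0000. Median centring: Cdk1 -0.0081, Bcl2l1 -0.0013. Dim filter: p53 targets -0.0034, megakaryocyte and platelet genes -0.046, myeloid markers -0.015, B cell markers 0.0060, interferon-stimulated genes -0.029, angiogenesis genes -0.12. Array weights: Cdk1 -0.0012, Mmp28 0.0094, G2/M genes -0.0077, p53 targets -0.0092, B cell markers 0.0058, MYC targets -0.0093. Without 1 array: Cdk1 -0.046 to 0.051, Mmp28 -0.057 to 0.014, p53 targets -0.015 to 0.025, B cell markers -0.019 to 0.013, MYC targets -0.016 to 0.021, Akt1 -0.071 to 0.018, megakaryocyte and platelet genes -0.0091 to 0.025, angiogenesis genes -0.0058 to 0.025, cyclin-dependent kinase inhibitors -0.031 to 0.013, G2/M genes -0.020 to 0.039, fibroblast markers -0.088 to 0.019. The files give no signal over background, so dim probe sets such as Ighm, Dhrs9, Il7r and Csf2, which the filter removed, carry an unknown background share.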

Differences from the paper's values

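All 27 fold changes of Tables 1 and 2 lay within 0.01 of the paper's values, and no value differed by more than the replicate spread. At the paper's thresholds, taken with an unadjusted p, the counts also matched, 18 higher and 9 at or under 0.5-fold, but the 9 differ in part. Table 2 lists Pstpip2, whose ratio here was 0.5035, just above the threshold, and 2 further probe sets of the Csprs and Gm7609 family, with ratios of 0.386 and 0.403, lay below it and are not in Table 2. Centring each array on its median or weighting the arrays gave 11 probe sets at or under 0.5-fold, as did leaving out PJ34 replicate 2, and leaving out PBS replicate 2 gave 10. The filter on dim probe sets and leaving out PJ34 replicate 3 gave 7 each, 1 probe set per gene gave 5 and every row of the value table gave 24. The paper counts Ets1 among its differentially expressed genes, at an array ratio of about 1.5 in Fig. 4B, read by eye; the ratio here was 1.48 and its adjusted p of 0.0776 from limma did not pass, while its unadjusted p was 0.00361 from limma. The fit with an intensity trend and robust eBayes and the filter on dim probe sets, both fixed before the data were examined, called Ets1.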

Other observations

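The mRNA of Parp1, the target of PJ34, had mean log2 expression values of 9.17 ± 0.036 (SD, n = 3) with PBS and 9.11 ± 0.0775 (SD, n = 3) with PJ34, and it did not pass the limma test. The ratio was 0.956 (95% confidence interval 0.86 to 1.06; adjusted p = 0.697 from limma). None of 30 genes of base excision repair and the PARP family, a list that holds Parp2, Parp3 and the PAR glycohydrolase Parg, passed the limma test over all probe sets or when adjusted over the list alone. At an unadjusted p under 0.05 from limma, 4 were lower, and none passed the methods' t-test after adjustment. Of 32 genes of homologous recombination, Brca2 fell (log2 fold change -0.38, SE 0.074) and none rose (none higher and 2 lower when adjusted over the list alone). With 1 array left out at a time, Brca2 kept its call only without PJ34 replicate 2. Neither list was shifted in camera (adjusted p = 0.196 and 0.229), except that the recombination list passed, downward, without PJ34 replicate 2 and with array weights (adjusted p = 0.00669 and 0.0432, range 0.00669 to 0.922). mRNA levels do not show PARP-1 activity.

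None of 20 B cell markers and none of 19 fibroblast markers passed limma, over all probe sets or when adjusted over the list alone, with 1 lower at an unadjusted p under 0.05 in each list and none by the methods' t-test after adjustment (camera adjusted p = 0.966 and 0.344). The B cell median was 0.02 while the mean lay -0.0018 from that of other genes. Ighm, in Table 1, is represented in the B cell list by another probe set with a higher mean, which did not pass. Of 42 interferon-stimulated genes, Gbp3 rose (0.37) and none fell (1 higher when adjusted over the list alone; camera adjusted p = 0.344); its call was lost in all but the fit without PJ34 replicate 2, and it lay below the median level of the probe sets.

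The paper reports cyclin B1, CDK1, P27, Bcl-2 and Bcl-xL for human AML lines; here mRNAs were measured in mouse C1498 cells alone, and Ccnb1 was not analysed. Cdkn1b, which encodes P27, had a log2 fold change of 0.14 (adjusted p = 0.39 from limma) and Bcl2 of 0.24 (adjusted p = 0.202 from limma), and neither passed. Cdk1 had 0.01 (95% confidence interval of the ratio 0.902 to 1.13) and Bcl2l1, which encodes Bcl-xL, 0.02 (0.92 to 1.12). Akt1 (-0.01), Myc (0.10), Mdm2 (0.11), Flt1 (0.15) and Mmp28 (-0.01) did not pass either, with adjusted p of 0.356 to 0.962 from limma.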
